# Rescue of lysosomal acid lipase deficiency in mice by rAAV8 liver gene transfer

**DOI:** 10.1038/s43856-025-00816-8

**Published:** 2025-04-11

**Authors:** Marine Laurent, Rim Harb, Christine Jenny, Julie Oustelandt, Simon Jimenez, Jeremie Cosette, Francesca Landini, Aristide Ferrante, Guillaume Corre, Nemanja Vujic, Claudia Piccoli, Anais Brassier, Laetitia Van Wittenberghe, Giuseppe Ronzitti, Dagmar Kratky, Consiglia Pacelli, Mario Amendola

**Keywords:** Medical research, Metabolic disorders

## Abstract

**Background:**

Lysosomal acid lipase deficiency (LAL-D) is an autosomal recessive disorder caused by mutations in the *LIPA* gene, which results in lipid accumulation leading to multi-organ failure. If left untreated, the severe form of LAL-D results in premature death within the first year of life due to failure to thrive and hepatic insufficiency. Weekly systemic injections of recombinant LAL protein, referred as enzyme replacement therapy, is the only available supportive treatment.

**Method:**

Here, we characterized a novel *Lipa*^*−/−*^ mouse model and developed a curative gene therapy treatment based on the in vivo administration of recombinant (r)AAV8 vector encoding the human *LIPA* transgene under the control of a hepatocyte-specific promoter.

**Results:**

Here we define the minimal rAAV8 dose required to rescue disease lethality and to correct cholesterol and triglyceride accumulation in multiple organs and blood. Finally, using liver transcriptomic and biochemical analysis, we show mitochondrial impairment in *Lipa*^*−/−*^ mice and its recovery by gene therapy.

**Conclusions:**

Overall, our in vivo gene therapy strategy achieves a stable long-term LAL expression sufficient to correct the disease phenotype in the *Lipa*^*−/−*^ mouse model and offers a new therapeutic option for LAL-D patients.

## Plain language summary

Lysosomal acid lipase (LAL) deficiency is a rare genetic disorder that causes toxic lipid build-up in liver and other organs and causes death during childhood if untreated. This study aimed to develop a treatment to cure this disorder by introducing a healthy copy of the LAL gene (gene that causes the disorder). We tested this in a mouse model that lacks this gene and has symptoms similar to the human disorder. We found that this treatment could effectively prevent disease symptoms and reverse damage in affected tissues. This promising gene therapy could offer a potential long-term cure for LAL deficiency, providing hope for patients with this life-threatening condition in the future.

## Abstract (web summary)

Laurent et al. develop a liver-targeted gene therapy using recombinant adeno-associated viral vector (rAAV) to effectively cure Lysosomal acid lipase deficiency. This occurs via correction of lipid accumulation and normalized gene expression patterns and mitochondrial function in *Lipa*^−/−^ mice.

## Introduction

Lysosomal acid lipase deficiency (LAL-D) is a rare autosomal recessive lysosomal storage disorder caused by mutations in the *LIPA* gene. In healthy lysosomes, LAL is the sole enzyme responsible for the hydrolysis of cholesterol esters and triglycerides into free cholesterol and fatty acids respectively, necessary for energy production, membrane formation and biosynthesis of cholesterol-derived compounds. In LAL-D patients, cholesterol esters and triglycerides accumulate in tissues and organs, especially in liver, spleen, and small intestine, resulting in multi-organ failure. As a consequence, LAL-D patients suffer from hepatosplenomegaly, elevated circulating alanine (ALT) and aspartate (AST) transaminases due to liver damage and hyperlipidemia with elevated low-density (LDL) and reduced high-density lipoprotein (HDL). Unlike other lysosomal storage disorders, LAL-D does not obviously affect the central nervous system^1,2^. The severity of the disorder depends on the residual amount of functional LAL enzyme. Two forms of the disease have been described: infantile-onset, formerly known as Wolman disease (WD, OMIM 620151; prevalence ~0.325–1.11 cases per million births), with <2% of remaining functional LAL^3,4^; childhood/adult-onset LAL-D, formerly known as cholesteryl ester storage disease (CESD, OMIM 278000; prevalence 3.13–4.86 cases per million births), with 2–12% of remaining functional LAL. WD patients have difficulty to thrive, intestinal malabsorption, adrenal gland calcification and experience premature death in the first year after birth without treatment. In contrast, CESD may manifest in childhood or adulthood with a wide range of symptoms and severity, from asymptomatic to premature death if left untreated^4–6^.

Several therapeutic strategies have been attempted, including hematopoietic stem cells (HSC) and liver transplantation from healthy donors, but they were not effective in preventing disease progression and are limited by high procedure morbidity and HLA matched donor availability^5,7,8^. Nowadays, enzyme replacement therapy (ERT) with weekly intravenous administrations of recombinant LAL enzyme Sebelipase (Kanuma®, Alexion Pharmaceuticals, Inc.), is the standard care for LAL-D. This non-curative treatment improves patients’ lifespan and major clinical symptoms. However, it is associated with the development of antibodies against the recombinant enzyme in a fraction of treated patients, it remains very costly and its long-term efficacy is still under evaluation^9,10^.

In vivo gene therapy (GT) based on the delivery of a functional copy of the *LIPA* transgene represents an appealing curative treatment to continuously express therapeutic LAL enzyme. A proof-of-principle was previously obtained by intravenous injection of first-generation adenoviral vectors (AdV) encoding for human *LIPA* cDNA under the control of the viral CMV promoter into *Lipa*^*−/−*^ mice^11^. Transduced hepatocytes expressed and secreted human LAL into the circulation to cross-correct all affected tissues, but the effect was transient and a strong AdV immune response was observed.

To address these constraints, we assess a liver-based in vivo GT for LAL-D using recombinant single-stranded adeno associated viral vector (rAAV) 8 encoding for *LIPA* cDNA under the control of liver promoter. As animal model, we describe a new *Lipa*^*−/−*^ mouse characterised by reduced growth, body weight and lifespan (6-7 months) compared to their WT littermates. Upon rAAV8 injection, we establish the minimal vector dose required to achieve full correction of hepatosplenomegaly, haematological parameters, dyslipidaemia, and transcriptional deregulation, resulting in normal growth and lifespan of *Lipa*^*−/−*^ mice.

## Methods

### Study design

This study was designed to evaluate the therapeutic potential of liver-based in vivo gene therapy using rAAV8.hAAT.LIPA for LAL-D. We selected an *Lipa*^*−/−*^ mouse model that mimics the pathological lipids accumulation in the liver, spleen, and intestine, leading to reduced lifespan. To minimize the influence of sex on rAAV transduction^12^ and immune reactions^13^, male *Lipa*^*−/−*^ mice were chosen for the study. We initially evaluated the minimal doses of rAAV8 able to correct hematological compartment, hepatosplenomegaly, lipid accumulation and tissues architecture. Each group consisted of four animals, which were monitored for 12-weeks post-administration. After identifying the most suitable doses of rAAV8, the corrective effects were evaluated at three different time points: 4-, 12-, and 34-weeks post-administration. At each time point, a subset of mice was analyzed, including WT mice (3, 10 and 6 used respectively), *Lipa*^*−/−*^ mice (4, 5 and 4 used respectively), and rAAV8.hAAT.LIPA-treated *Lipa*^*−/−*^ mice (4, 6 and 6 used respectively). At the 34-weeks post-treatment, only one *Lipa*^*−/−*^ mouse remained alive, while the others were sacrificed upon reaching predefined endpoints set by the ethical committee CEEA-51. Random assignment of mice to experimental groups was conducted to minimize bias.

### Mice

Heterozygous Lipa^tm1a(EUCOMM)Hmgu/Biat^ mice were crossed with heterozygous mice expressing the Cre recombinase under the control of the CMV promotor to delete exon 4 of the mouse *LIPA* gene (Supplementary Fig. 1a). 

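Lipa, the murine gene of lysosomal acid lipase, lies on the minus strand of chromosome 19 of GRCm39, from 34469712 to 34522163. The annotation lists 24 transcripts of the gene. The canonical transcript has 10 exons and a length of 2976 bp, and its coding sequence of 1191 bp starts in exon 2 and holds 397 codons before the stop codon. Exon 4 spans positions 34488223 to 34488421, is 199 bp long, is coding over its whole length and has a GC content of 51.3%. In the direction of transcription, the 20 bp before exon 4 are TAAATATCAATGTTTTTCAG and the 20 bp after it are GTATATCACAGTTGATTATG. The coding sequence upstream of exon 4 is 223 bp long, and codon 74 is the last codon that is complete before it. When exon 3 is joined to exon 5 in the reference sequence, the transcript is 2777 bp long and its reading frame reaches a stop codon after 91 codons. These positions, lengths and sequences come from the reference and were not measured in the mice.

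**Figure D1:**
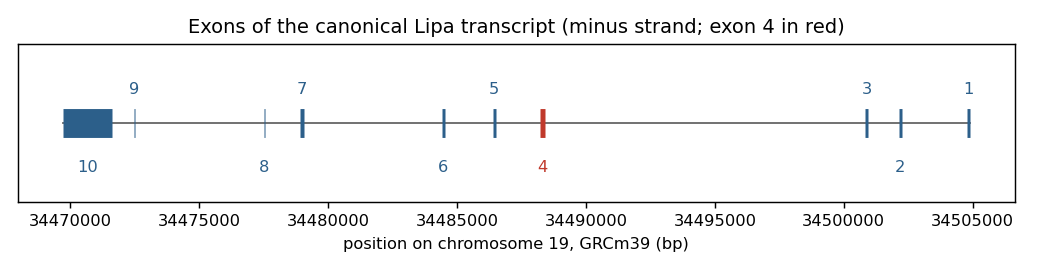
Exons of the canonical Lipa transcript (boxes, numbered in the direction of transcription, which runs from right to left) by position on chromosome 19 of GRCm39 (x axis, bp). Exon 4, drawn in red, spans 199 bp, and the wide box at the left end is exon 10.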

Homozygous mice were then backcrossed on the C57/BL6N background for >8 generations. Mice were maintained in a specific pathogen-free (SPF) environment with a regular light-dark (12 h/12 h) cycle and *ad libitum* access to food (standard chow) and water. This study was approved by the ethical committee CEEA-51 and conducted according to French and European legislation on animal experimentation (APAFIS #33620-2021101416506495). Genotyping was performed by PCR on DNA extracted from the tail using 50 mM NaOH and Tris-HCl pH8. KAPA2G Fast ReadyMix (Kapa Biosystem, Wilmington, MA, USA) was used for PCR with using 0.65 µmol of each primer (Table 1, purchased at Thermo Fisher Scientific Waltham, MA) and 1 µL of extracted DNA in a 12.5 µL reaction as per the manufacturer’s protocol. Genotyping bands were sequenced. Age and sex matched littermate controls were used for all experiments.

**Table 1:** List of primers

Gene	Name	Sequence (5’-3’)
LAL-WT	LAL F	GGCCTTTCACTTGCTTGGTT
	LAL-WT R	GGCTAAGCATGTACAGGAACA
LAL-KO	LAL-KO R	GGCCTGTCCCTCTCACCTTC
hAAT promoter	hAAT F	GGCGGGCGACTCAGATC
	hAAT P (FAM)	AGCCCCTGTTTGCTCCTCCGATAACTG
	hAAT R	GGGAGGCTGCTGGTGAATATT
Titin normalizer	Titin F	AAAACGAGCAGTGACGTGAGC
	Titin P (VIC)	TGCACGGAAGCGTCTCGTCTCAGTC
	Titin R	TTCAGTCATGCTGCTAGCGC

### Cloning and production of rAAV8

The cDNA of human *LIPA* gene (Gene ID:3988) with a C-terminal 3xHA tag^14^ was cloned in a standard rAAV2/8 vector backbone under the control of the hAAT promoter and optimized HBB2 intron^15^. All reagents and detailed sequence information are available upon request. Recombinant single-stranded rAAV2/8 was produced using an adenovirus-free triple transfection method of HEK293 and purified by single affinity chromatography (AVB Sepharose; GE Healthcare, Chicago, IL). The final product was formulated in sterile phosphate buffered saline containing 0.001% of Pluronic (F68; Sigma Aldrich, Saint Louis, MO), and stored at −80 °C^16,17^.

### Administration of rAAV8

rAAV8.hAAT.LIPA vectors were administered via tail vein injection to 10- to 12-week-old *Lipa*^*−/−*^ mice using an injection volume of 100 µL. The animals’ weights were measured the day before administration, and viral solutions were prepared according to the animals’ weight. Mice were weighed weekly until sacrifice. Every two- weeks after injection, blood was drawn after isoflurane anaesthesia (IsoFlurin, Axience) from the retro-orbital veins using a heparin-coated capillary and collected into Eppendorf tube containing 3,8% citrate. At 4-, 12- and 34-weeks post injection, mice were sacrificed by cervical dislocation and their tissues (liver, spleen, jejunum, thymus) were divided in two parts. One part was snap-frozen in isopentane (−160 °C) that was previously chilled in liquid nitrogen for histological analysis. The second part was disposed in 2 mL bead tubes type D (Machery Nagel, Düren, Germany) and frozen in liquid nitrogen to assess rAAV8 biodistribution and to quantify lipid accumulation and LAL enzymatic activity.

### Blood and plasma analyses

The blood samples were analysed for standard haematological parameters (WBC counts and distribution, RBC count, haemoglobin, MCV and platelet counts, MPV) using an MS9.5 counter (Melet Schloessing, Cergy-Pontoise, France). After these analyses, blood was centrifuged for 10 min at 1400 rcf and 4 °C to recover plasma, which was stored at −80 °C until further analysis. HDL, AST, and ALT levels were quantified in the plasma using specific colorimetric assays. A plasma control (Liquid assayed Multiqual; Bio-rad) was employed as a reference to quantify HDL, AST, and ALT. For the analysis, 10 μl of plasma were loaded onto specific chips designed for HDL, AST, and ALT measurements (HDL-C-P III D and GPT/ALT-P III; Fujifilm Europe Gmbh; FUJI DRI-CHEM NX500 - Sysmex). The concentration of HDL was measured in mg/dL, while ALT and AST were measured in U/L, providing quantitative data for these markers.

### Lipids analysis

Total lipids were extracted from 40 mg of frozen liver, spleen and jejunum using the chloroform-free Lipid Extraction Kit (Abcam, Waltham, MA, USA) according to the manufacturer’s protocol. Triglycerides were measured using the Triglycerides FS kit and total cholesterol was measured using the Cholesterol FS kit (both from DiaSys, Holzheim, Germany) following the manufacturer’s guidelines. Lipid concentrations were determined using a standard curve of triglycerides or cholesterol standards. Absorbance values were measured in duplicate using the EnSpire Multimode Plate Reader (Perkin Elmer, Waltham, MA, USA).

### Histological analysis

Serial 8 μm cross-sections of snap-frozen organs were cut on a Leica CM3050 S cryostat (Leica Biosystems). To minimise sampling errors, 2 sections of each specimen were obtained and stained with haematoxylin-eosin saffron (HES), Oil red O (ORO) and Sirius red (SR) according to standard procedures. For m(urine)CD68 staining, tissue sections were surrounded with a hydrophobic barrier using a hydrophobic pen (SIGMA Z377821) and dried or 5 min at RT. After blocking unspecific antigen using PBS (Gibco) and 10% of goat serum (Agilent X 0907) for 30 minutes at room temperature, slides were stained with rat anti-murine CD68 (dilution 1/500, Table 2) for 1 h at 4 °C. Then, slides with wash with sterile PBS (Gibco) 3 times and a secondary antibody Goat anti-Rat (Dilution 1/600, Table 2) was applied for 1 h at RT. After 3 washing steps in PBS, slides were mount using Fluoromount G + Dapi (Southern Biotech 0100-20). To minimise sampling errors, 2 sections of each specimen were obtained and stained.

**Table 2:** List of antibodies

Target	Host	Reference	Supplier
Anti-lysosomal acid lipase antibody	Mouse	ab154356	Abcam
Anti- α-actinin antibody	Mouse	sc-17829	Santa Cruz Biotechnology
Anti-mouse IgG (H + L) 800 CW	Goat	P/N: 926-32210	Li-Cor Biosciences
Anti-mouse IgG (H + L) 680 LT	Donkey	P/N: 926-68022	Li-Cor Biosciences
Rat anti-mouse CD68	Rat	MCA1957GA	Biorad
Goat anti-Rat IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594	Goat	A-11007	Invitrogen

Images of ORO, HES, SR and CD68 slides were digitised using an Axioscan Z1 slide scanner (Zeiss, Germany) with a Zeiss Plan-Apochromat 10X/0.45 M27 dry objective (ZEISS, Germany). Tile scan images were reconstructed with the ZEN software (ZEISS, Germany).

### ORO and SR quantification

ORO and SR images were processed using the pixel classification of QuPath 0.4.3^18^. For each staining and for each tissue, we created 2 classifiers, each time using several images for ground truth annotations. The first pixel classifier identifies pixels belonging to the tissue slice, excluding veins, folds, dust, bubbles, or other artifacts encountered, and draws an annotation of the analysable tissue. The second classifier was trained to identify fibrosis (for SR staining) or lipids (for ORO staining), based on manual ground truth annotations. This second classifier was then applied to the annotation created by the first classifier. The staining ratio for each tissue slice was obtained by dividing the total area of staining by the total surface area of the analysable tissue.

### mCD68 quantification

mCD68 images were processed using the pixel classification of QuPath 0.4.3^18^. For each staining and for each tissue, we created 2 classifiers, each time using several images for ground truth annotations. The first pixel classifier identifies pixels belonging to the tissue slice, excluding veins, folds, dust, bubbles, or other artifacts encountered, and draws an annotation of the analysable tissue. The second classifier was trained to identify mCD68 positive cells, based on manual ground truth annotations. This second classifier was then applied to the annotation created by the first classifier. The staining ratio for each tissue slice was obtained by dividing the total area of mCD68 staining by the total surface area of the analysable tissue.

### LAL enzyme activity assay

Frozen liver, spleen and jejunum were homogenized in cold sterile PBS (Gibco) using FastPrep (MP Biomedical, Ohio, USA) followed by centrifugation for 5 min at 1000xg and 4 °C. The collected supernatant was frozen at −80 °C prior to analysis. After sample processing, the frozen supernatant was centrifuged 20 min at 10,000×g to eliminate cell debris and the resulting supernatant was recovered. The protein content in the lysates was quantified using the BCA Protein Assay (Thermo Fisher Scientific). To determine LAL activity in liver and spleen, 1 µg of protein was used, whereas 10 µg of protein were used for the jejunum. Plasma was diluted 1/20 in sterile PBS prior to LAL activity measurement. Enzymatic activity was detected as previously described^14^. Briefly, samples were incubated for 10 min at 37 °C with 42 μM Lalistat-2 (Sigma-Aldrich, St. Louis, MI, USA) or water and then transferred to an Optiplate 96 F plate (PerkinElmer). Fluorometric reactions were initiated with 75 μL of substrate buffer (340 μM 4-MUP, 0.9% Triton X-100 and 220 μM cardiolipin in 135 mM acetate buffer pH 4.0). After 10 min, fluorescence was recorded (35 cycles, 30 sec intervals, 37 °C) using the SPARK TECAN Reader (Tecan, Austria). Kinetic parameters (average rate) were calculated using Magellan Software. LAL activity was quantified using Eq. (1).

1 $$\frac{{rAAV\; treated}\;{{{\rm{or}}}}\; {{{\rm{Lipa}}}}-/-{mice}\left({without\; lalistat}-{with\; lalistat}\right)}{{WT\; mice}\left({without\; lalistat}-{with\; lalistat}\right)}$$

### Western blot

Protein was extracted from frozen liver in sterile PBS using Fastprep crushing (MP Biomedical, Ohio, USA), followed by centrifugation for 10 min at 14,000×g and 4 °C to collect the supernatant. The protein content was quantified using BCA Protein Assay (Thermo Fisher Scientific) and 30 µg of protein were loaded as previously described^14^. α-actinin was used as loading control and antibodies are referred in Table 2. The blots were imaged at 169 μm with the Odyssey imager and analysed with ImageStudio Lite software (Li-Cor Biosciences, Lincoln, NE, USA). After image background subtraction (average method, top/bottom), the band intensities were quantified and normalised with α-actinin signal.

### Vector genomes

The genomic DNA was extracted from frozen organs using the DNA extraction kit (NucleoMag Pathogen; Macherey Nagel) and the KingFisher™ Flex Purification System with 96 Deep-Well Head (Thermo Fisher Scientific) following the manufacturer’s instructions. The number of vector copies per diploid genome was determined using Taqman qPCR with specific primers to amplify the hAAT promoter sequence with 100 ng of extracted DNA. Titin was used as normalizer to determine the number of genome copies. Data were expressed as vector genome copies per diploid genome.

### RNA seq

Azenta Life Science (Leipzig, Germany) received 40 mg of frozen liver for RNA sequencing. The paired-end reads (2 x 150bp) were aligned to the reference transcriptome (GRCm39/ensemble cDNA release 110) using SALMON v1.9.0^19^. Default parameters were used in addition to arguments -l A and –validate Mappings. The quantification files were processed using R (4.3.0) and the tximport package (1.28.0) to perform pairwise group differential expression analysis using DESeq2 (1.40.1) on genes with >100 reads across all samples (lfcThreshold = 0, pAdjustMethod = “fdr”, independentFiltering = T)^20^. Pathway enrichment analysis and GSEA were performed using the reactomePA (1.44.0) and clusterProfiler (4.8.1)^21^ packages for reactome^22^ and GO terms respectively. Genes were considered dysregulated if the absolute Log fold change was >1 and the FDR-adjusted *P* value < 0.05. The RNA-seq data, both raw and processed, are available on the GEO data set: GSE252742.

### Metabolic fluxes analysis in mouse liver

Mitochondria were isolated from frozen liver of mouse at 12- and 34-weeks post injection, as previously described^23^. Briefly, frozen liver tissue was minced and homogenized in MAS buffer containing 70 mM sucrose, 220 mM mannitol, 5 mM KH_2_PO_4_, 5 mM MgCl_2_, 1 mM EGTA and 2 mM HEPES pH 7.4. The homogenate was centrifuged at 1,000 × g for 5 min. The resulting supernatant was centrifuged at 10,000 × g for 10 min and the pellet was then resuspended in the same buffer. All centrifugation steps were carried out at 0–4 °C. Mitochondrial protein concentrations were determined using the Bradford method with bovine serum albumin as standard. The respiratory activity of freshly prepared mitochondria was measured with the XF96 extracellular flux analyser (Seahorse Bioscence, Agilent). Mitochondria (100 µg) were loaded into a Seahorse XF96 microplate in 20 μl of MAS. The loaded plate was centrifuged at 2000 g for 5 min at 4 °C (no brake) and an additional 130 μl of MAS containing cytochrome c (10 μg/ml, final concentration). The substrate was added as follows: NADH (2 mM), or succinate + rotenone (5 mM + 2 μM) was injected at port A; rotenone (2 µM) or rotenone + antimycin A (2 μM + 4 μM) at port B; TMPD + ascorbic acid (0.5 mM + 1 mM) at port C; and azide (50 mM) at port D. These conditions allowed for the determination of the respiratory capacity of mitochondria through Complex I, Complex II, and Complex IV.

### Statistics and reproducibility

The sample size (*n*) for each experiment is specified in the corresponding figure and in Supplementary Data 1. Each mouse represents a biological replicate, and all biochemical assays were conducted with two technical replicates. Statistical analyses were performed using GraphPad Prism version 9.00 for Windows (GraphPad Software, La Jolla, CA, USA, “www.graphpad.com”). One-way or two-way analysis of variance (ANOVA) with Tukey’s test or Bonferroni post-hoc analysis or Krustal-Wallis test were performed as indicated (alpha = 0.05). Values are expressed as mean ± standard deviation (SD). All unmarked comparisons reflect non-significant (*p* > 0.05) differences.

## Results

### rAAV8 injection improves body weight, haematological and plasma parameters at low dose

As disease model, we used a *Lipa*^*−/−*^ mouse model generated by deleting exon 4 of *LIPA* gene, with virtually no residual LAL expression or activity (Supplementary Fig. 1). *Lipa*^*−/−*^ mice failed to thrive and remained smaller compared to WT mice. To deliver/express the human *LIPA* cDNA we took advantage of the recombinant single-stranded adeno associated viral vector (rAAV) 8 and the hepatocyte-specific human α1-antitrypsin (hAAT) promoter (rAAV8.hAAT.LIPA), a capsid/promoter combination already described in multiple preclinical studies^24–28^. This rAAV8 construct was intravenously administered into 10–12-week-old male *Lipa*^*−/−*^ mice at 4 different doses: 5 × 10^11^ viral genome per kilogram (vg/kg) (low dose (LD) 1), 1 × 10^12^ vg/kg (LD2), 3 × 10^12^ vg/kg (middle dose; MD), 1x10^13^ vg/kg (high dose; HD). Body weight, LAL activity, haematological parameters, hepatic transaminase (ALT, AST; liver damage markers) and high-density lipoprotein (HDL)-cholesterol concentration were monitored every other week for 12-weeks post-administration (Fig. 1a). Soon after injection, we observed that treated mice gained body weight according to the injected rAAV8 dose compared to *Lipa*^*−/−*^ mice (Fig. 1b). Since our approach depends on the hepatic expression and secretion of therapeutic LAL enzyme in the circulation for systemic cross-correction, we measured the LAL activity in plasma where it is normally absent. As expected, LAL activity was significantly increased 2-weeks post-injection and positively correlated with the injected rAAV8 dose, reaching up to 4-fold higher activity in circulation compared to WT mice (Fig. 1c). Noteworthy, LD1 did not result in any increase of LAL activity, while LD2 reached a plateau at 8-weeks post injection. Some LAL activity was still observed in *Lipa*^*−/−*^ mice, probably due to unspecific signals from the high abundance of other lipases in plasma.

**Fig. 1:**
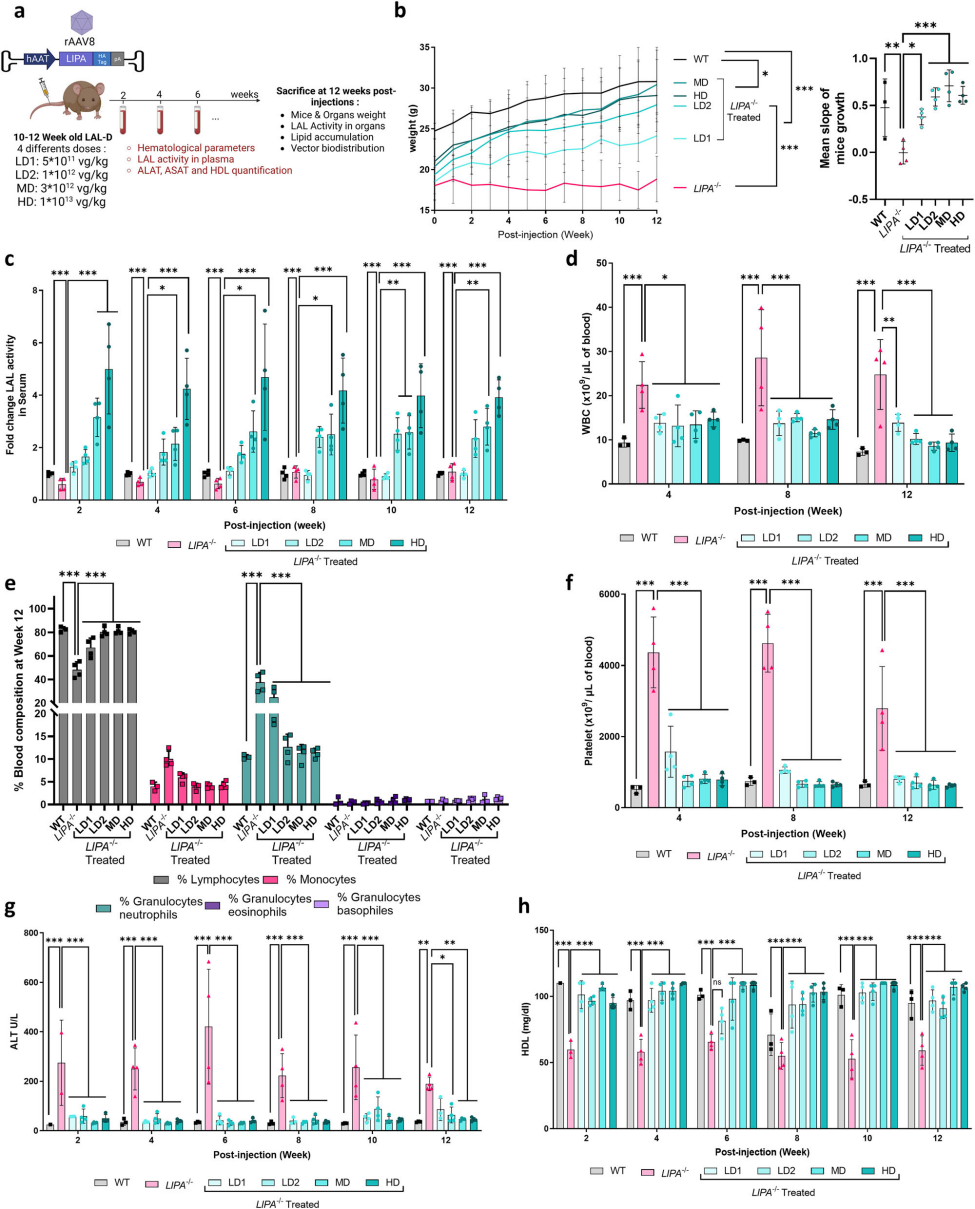
Evaluation of different rAAV8 doses in *Lipa*^−/−^ mice. **a** Experimental outline created by BioRender.com. 10–12-week-old mice were injected with the indicated rAAV8 doses and disease progression was monitored for 12-weeks post-injection. LD low dose, MD middle dose, HD high dose, vg vector genome. **b** Left panel: Mice weight (gr: grams) was recorded every week. Right panel: Linear slopes of mice weight. **c** Fold change of LAL activity over WT mice measured in plasma samples every 2-weeks post-injection. **d** Blood cell populations in blood samples collected at 12-weeks post-injection. **e** White blood cell (WBC) and **f** platelet count in blood samples collected every 4-weeks post-injection. Quantification of (**g**) ALT (U/L, unit per liter) and (**h**) HDL in plasma samples collected every 2-weeks post-injection. Bars indicate mean ± SD (*n* = 3-4) and statistical significance was calculated using two-way ANOVA with Tukey’s test (*p < 0.033; **p < 0.002; ***p < 0.0002). Exact *p* value is indicated in Supplementary Data 1.

Next, we monitored haematological parameters at 4-, 8- and 12-weeks post injection. In *Lipa*^*−/−*^ mice, we observed a shift in blood cell composition (Fig. 1d; Supplementary Fig. 2a), with a significant increase in white blood cells (WBCs) (Fig. 1e), as previously described^29,30^. This inflammatory profile was confirmed by thrombocytosis (Fig. 1f) with larger platelets (Supplementary Fig. 2b) and microcytic anemia (Supplementary Fig. 2c, e). In addition, we observed an increase in AST and ALT concentrations (Fig. 1g; Supplementary Fig. 2f), indicating liver damage, and a decrease in HDL (Fig. 1h), a major risk factor for cardiovascular disease. Interestingly, all parameters were fully corrected within 2-weeks post-injection with all rAAV8 doses, except for LD1, which showed a partial rescue.

### Hepatic transduction restores LAL expression in a dose dependent manner and normalizes hepatosplenomegaly

Twelve-weeks after rAAV8 injection, the mice were sacrificed to evaluate the transduction efficiency, LAL enzymatic activity and hepatosplenomegaly. As expected for the rAAV8 serotype, vector genomes were higher in the liver than in the spleen and jejunum, and they were proportional to the injected rAAV8 dose (Fig. 2a, b; Supplementary Fig. 3a). The same trend was observed for LAL enzymatic activity (Fig. 2c, d; Supplementary Fig. 3b), with the lowest hepatic transduction rate (LD1; 0.5 + /− 0.1 copy per diploid genome, mean + SD) resulting in a LAL activity around 35% of WT level (Fig. 2c). Noteworthy, the LAL activity observed in the spleen and the jejunum could be the combined result of both rAAV8 transduction and cross-correction from hepatocyte-secreted LAL into the circulation. We then assessed the efficacy of LAL in improving the affected organs. Hepatosplenomegaly (Fig. 2e, g) and liver discoloration (Fig. 2g) due to increased lipid accumulation in *Lipa*^*−/−*^ mice were significantly decreased with each of the four rAAV8 doses tested (Fig. 2e, g). Interestingly, the LD1 reduced organs weight, although liver discoloration was only partially corrected at 12-weeks post-administration (Fig. 2g).

**Fig. 2:**
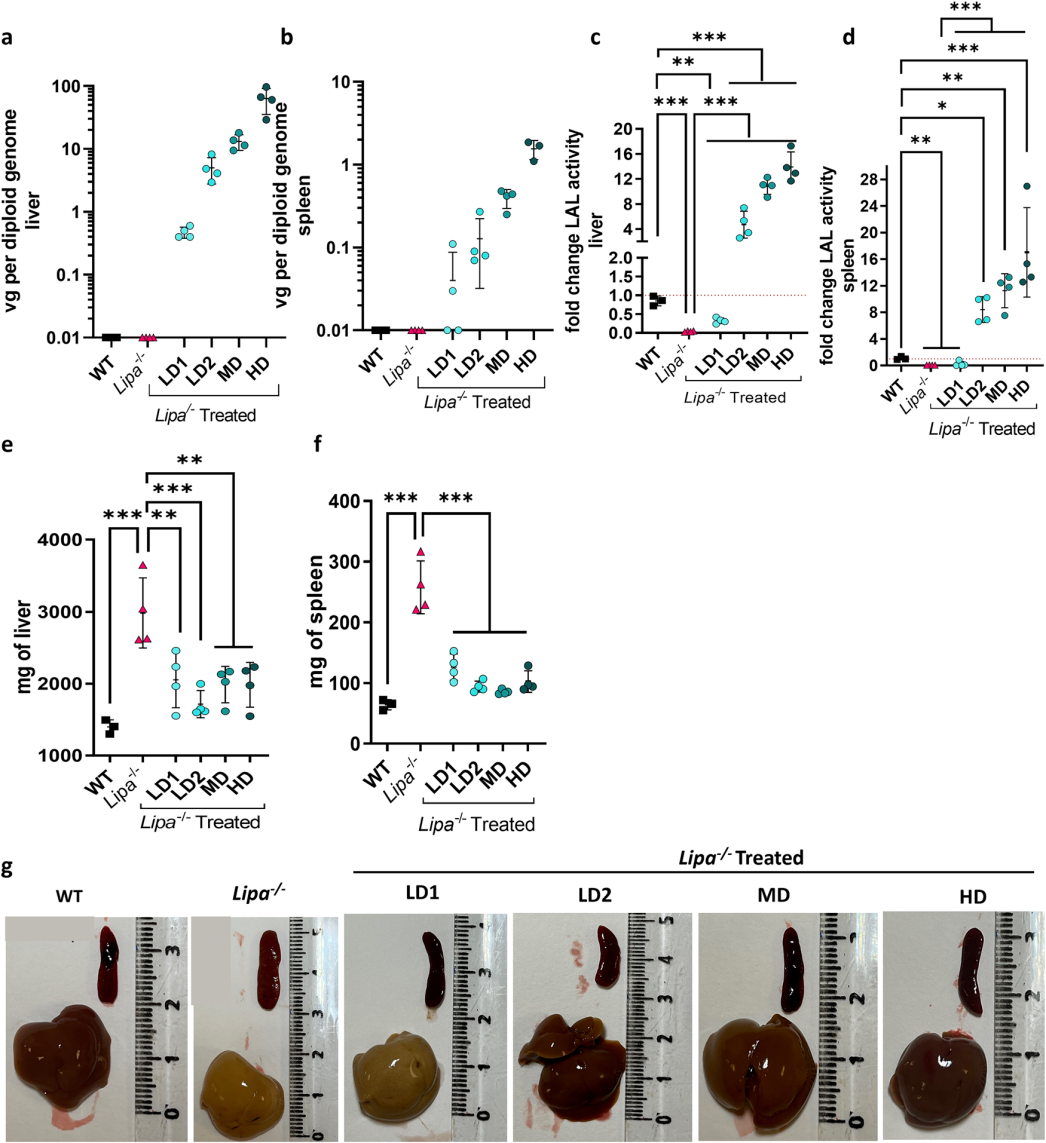
rAAV8 transduction of liver and spleen of *Lipa*^*−/−*^ mice increases LAL activity and corrects hepatosplenomegaly. rAAV8 transduction level for different vector doses at 12-weeks post injection (**a**) in liver and (**b**) spleen. vg vector genome. Fold change of LAL activity over WT mice (**c**) in liver and (**d**) spleen for different vector doses. Weight of (**e**) liver and (**f**) spleen at 12-weeks post-injection for different vector doses. **g** Representative images of liver and spleen at 12-weeks post-injection. Ruler indicates centimetres. Bars indicate mean ± SD (*n* = 3-4) and statistical significance was calculated using two-way ANOVA with Tukey’s test (*p < 0.033; **p < 0.002; ***p < 0.0002). Exact *p* value is indicated in Supplementary Data 1.

Overall, these findings demonstrate that rAAV8 injection efficiently transduced the liver and corrected hepatosplenomegaly.

### LAL overexpression restores lipid homeostasis in liver and spleen

In *Lipa*^−/−^ mice, hepatosplenomegaly is caused by massive accumulation of total cholesterol and triglycerides (Fig. 3a, d; Supplementary Fig. 3c, f). Twelve-weeks post-treatment, all rAAV8 doses fully reverted cholesterol and triglyceride content in the liver of *Lipa*^−/−^ mice, with the exception of LD1, which reduced cholesterol deposits by more than half (Fig. 3a; Supplementary Fig. 3c). Similar results were obtained for the spleen, although lipid accumulation was less pronounced than in the liver (Fig. 3c, d; Supplementary Fig. 3e, f). In the jejunum, we observed only cholesterol accumulation, which was corrected upon rAAV8 treatment (Supplementary Fig. 3g, h).

**Fig. 3:**
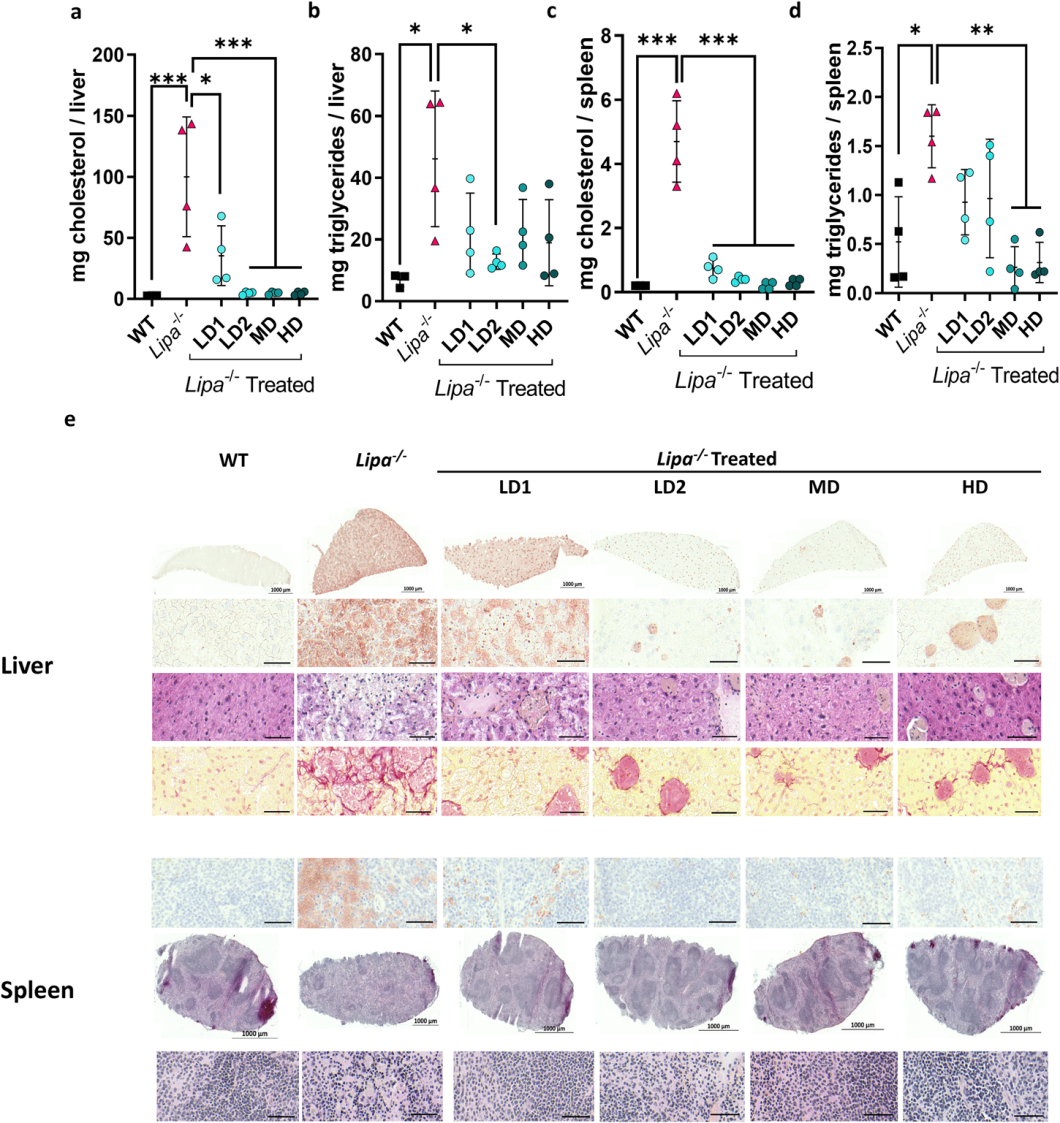
rAAV8 administration corrects lipid accumulation in liver and spleen. Quantification of cholesterol and triglycerides in (**a**, **b**) liver and (**c**, **d**) spleen at 12-weeks post-injection. mg = milligrams. Bars indicate mean ± SD (*n* = 3-4) and statistical significance was calculated using one-way ANOVA with Tukey’s test (*p < 0.033; **p < 0.002; ***p < 0.0001). Exact *p* value is indicated in Supplementary Data 1. **e** Histological sections: Oil red O (ORO), Haematoxylin Eosin Saffron (HES) and Sirius red (SR) staining of liver (top panel), spleen (bottom panel) at 12-weeks post-injection (scale bar: 50 µm unless differently noted).

We then performed liver and spleen histological analyses to assess architectural alterations. Oil red O (ORO) staining revealed pronounced accumulations of neutral lipids in *Lipa*^−/−^ mice (Fig. 3e; Supplementary Fig. 3i, j), while haematoxylin and eosin staining revealed an increase in connective tissue and a loss of red and white pulps in spleen (Fig. 3e). Finally, appearance of fibrosis was observed by Sirius red staining (Fig. 3e; Supplementary Fig. 3k). All these pathological signs were mostly reversed 12-weeks after rAAV8 injection, except for LD1 that showed partial efficacy.

### rAAV8 injection results in improved survival rate and disease correction up to 34-weeks post-treatment

In light of recent Crigler–Najjar clinical data suggesting that the minimal therapeutically effective dose in mice did not yield optimal results in humans^24,25^, we chose to assess MD—over LD2—at longer time points to balance effective LAL expression while minimizing potential rAAV-related toxicity.

Hence, we injected *Lipa*^*−/−*^ mice and biweekly monitored body weight, LAL activity, haematological parameters, transaminases, and HDL-cholesterol for 34-weeks post-injection and collected tissues and organs at 4-, 12- and 34-weeks post-injection.

Our data demonstrated that rAAV8 administration prolonged survival, improved body weight, and normalized growth of *Lipa*^−/−^ mice for at least 34-weeks post-injection (Fig. 4a, c). In addition, LAL activity in plasma was 2.5-fold increased (Fig. 4d), which fully corrected blood cell composition (Fig. 4e; Supplementary Fig. 4a), WBC counts (Fig. 4f), thrombocytosis (Fig. 4g; Supplementary Fig. 4b), and microcytic anemia (Supplementary Fig. 4c, e). Finally, LAL expression reduced ALT (Fig. 4h) and normalized HDL levels (Fig. 4i). Noteworthy, correction of haematological and serum parameters was already completed after 2-week post-injection and remained stable throughout the entire 34-weeks follow-up period.

**Fig. 4:**
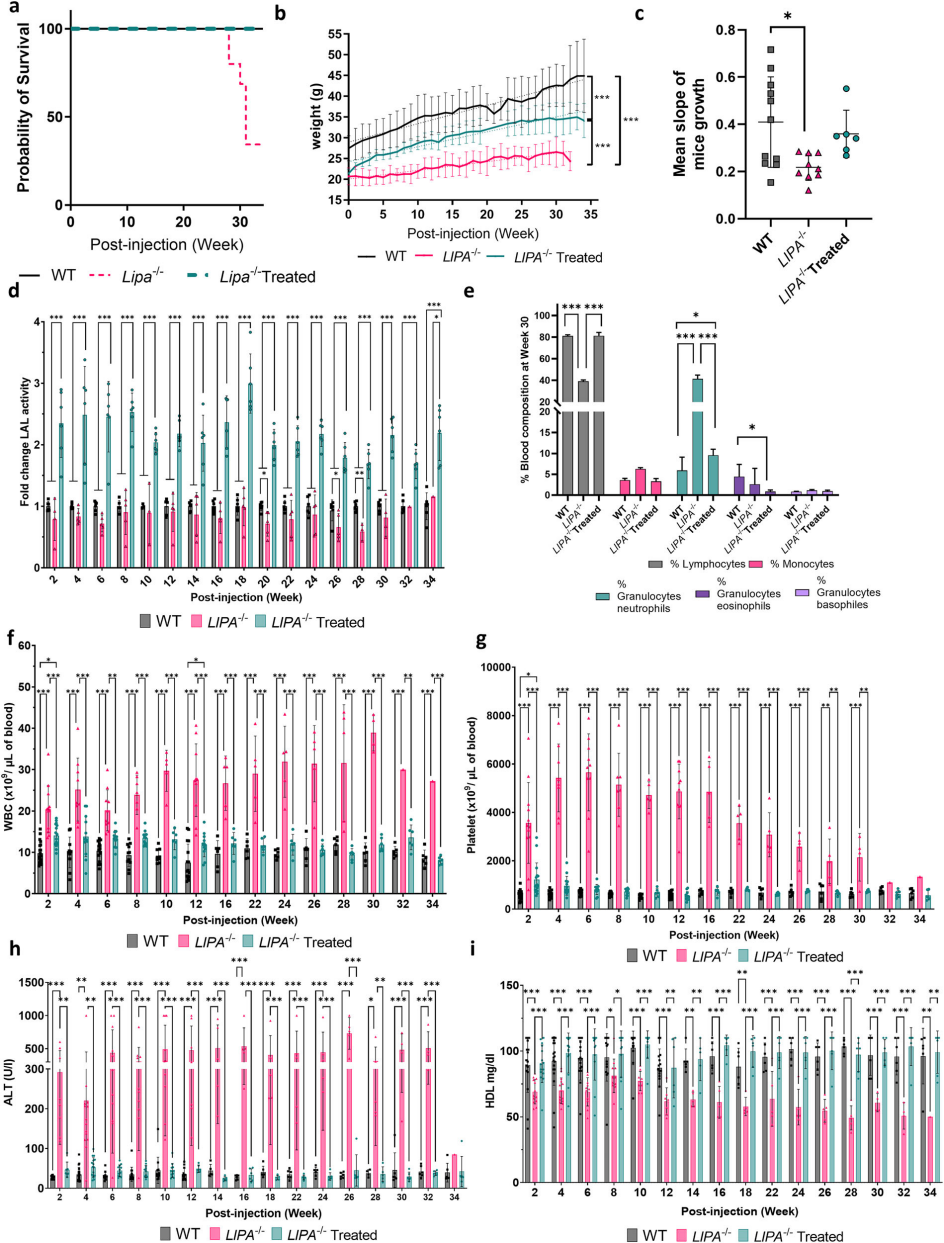
rAAV8 administration increases survival and body weight of male *Lipa*^−/−^ mice and corrects haematological parameters and dyslipidaemia for 34-weeks post-injection. **a** Percentage of mice survival. **b** Mice weight (gr: grams) was recorded every week (*n* = 6-11). **c** Linear slopes of mice weight. Bars indicate mean ± SD (*n* = 3-4) and statistical significance was calculated using one-way ANOVA with Turkey’s Test (*p < 0.033; **p < 0.002; ***p < 0.0002). Exact *p* value is indicated in Supplementary Data 1. **d** Fold change of LAL activity over WT mice measured in plasma samples every 2-weeks post-injection (*n* = 3-11). **e** Blood cell populations in blood samples collected at 30-weeks post-injection (*n* = 3-6). **f** White blood cell (WBC) and (**g**) platelet counts in blood samples collected every 2-weeks post-injection (*n* = 1-20). Quantification of (**h**) ALT (U/L, unit per liter) and (**i**) HDL in plasma samples collected every 2-weeks post-injection (*n* = 1-20). Bars indicate mean ± SD and statistical significance was calculated using two-way ANOVA with Tukey’s test (*p < 0.033; **p < 0.002; ***p < 0.0002). Exact *p* value is indicated in Supplementary Data 1.

Treated mice were sacrificed at 4-, 12- and 34-weeks post-injection to evaluate rAAV8 transduction efficiency, LAL activity in organs and hepatosplenomegaly over time. As observed previously, we detected higher rAAV8 transduction and LAL expression in the liver compared to the spleen and jejunum at all-time points (Fig. 5a–d; Supplementary Fig. 5a, b). In *Lipa*^−/−^ mice, the liver weight accounted for one-fourth of the total body weight, which was reduced to one-twentieth of the total body weight in rAAV8-treated, as in WT mice (Fig. 5e, g). The enlargement of both the liver and the spleen (Fig. 5f) was caused by the accumulation of total cholesterol and triglycerides, as quantified biochemically (Fig. 6a, d; Supplementary Fig. 5c, f) and histologically by ORO staining (Fig. 6e; Supplementary Fig. 5g, h). In addition, SR staining revealed architectural alterations and fibrosis in the liver (Fig. 6e; Supplementary Fig. 5i). To a lower extent, lipid accumulation and structural alterations were also observed in the jejunum (Supplementary Fig. 5j, m) and thymus (Supplementary Fig. 6). Noteworthy, organ correction was already visible after 4-weeks post-injection and for at least 34-weeks.

**Fig. 5:**
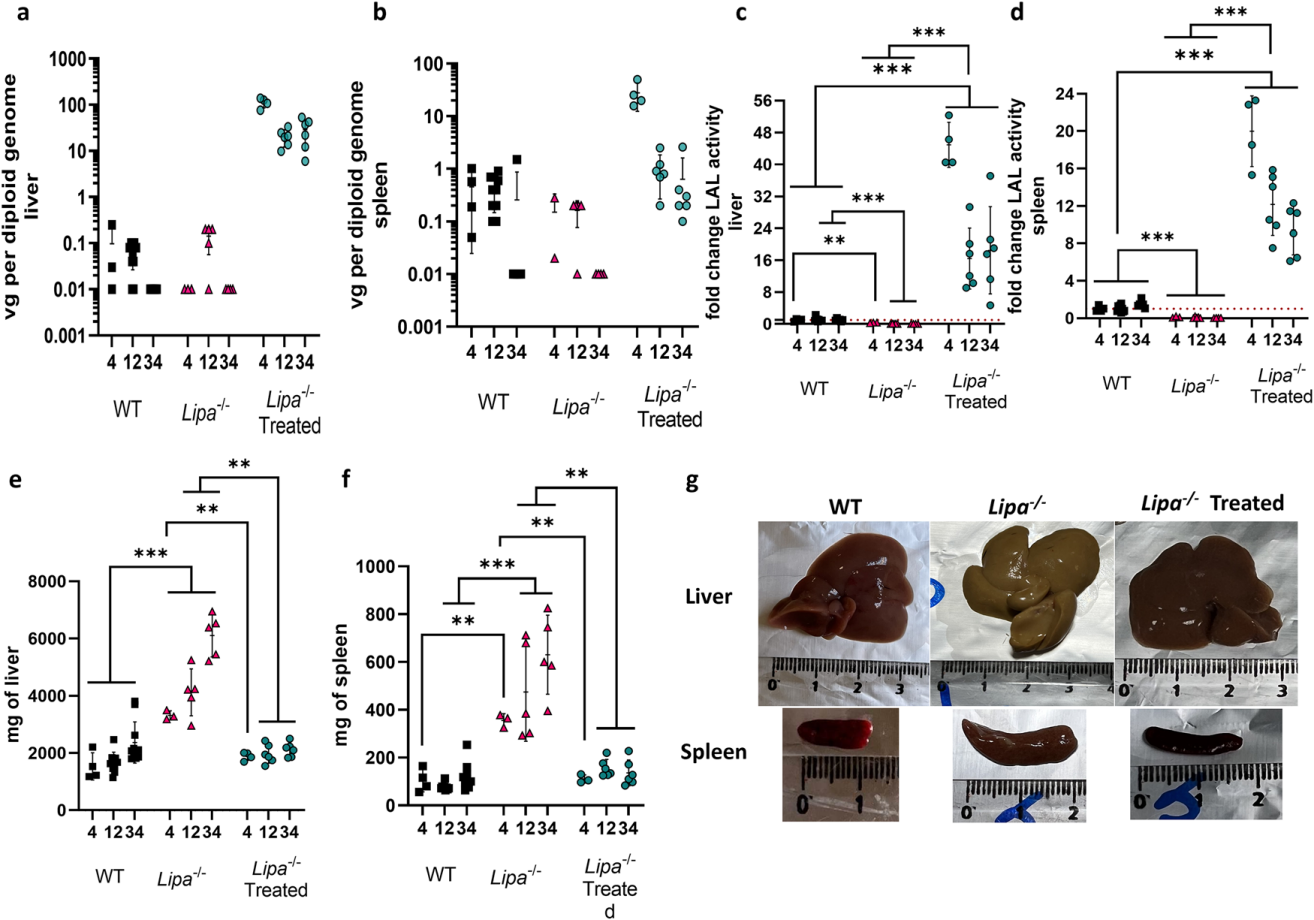
rAAV8 transduction of liver and spleen of *Lipa*^−/−^ mice results in long-term increase of LAL activity and correction of hepatosplenomegaly. rAAV8 transduction level in (**a**) liver and (**b**) spleen at indicated time points (weeks) (*n* = 4-10). vg vector genome. Fold change of LAL activity over WT mice in (**c**) liver and (**d**) spleen at indicated time points (weeks). Weight of (**e**) liver and (**f**) spleen at indicated time points (weeks). **g** Representative images of liver and spleen at 12-weeks post-injection. Bars indicate mean ± SD (*n* = 4-10) and statistical significance was calculated using two-way ANOVA with Tukey’s test (*p < 0.033; **p < 0.002; ***p < 0.0002). Exact *p* value is indicated in Supplementary Data 1.

**Fig. 6:**
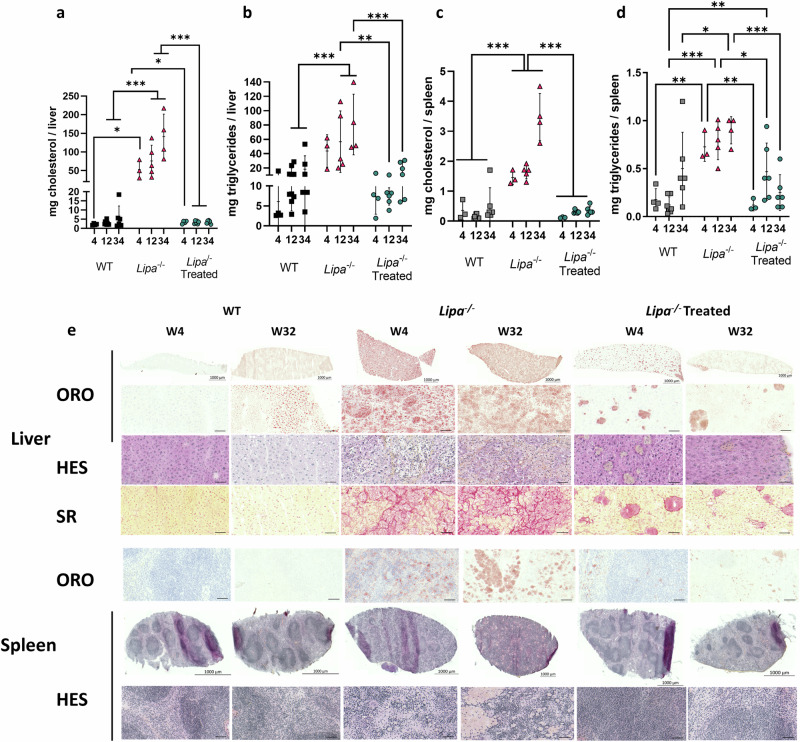
rAAV8 administration corrects lipid accumulation in liver and spleen long-term. Quantification of cholesterol and triglycerides in (**a, b**) liver and (**c, d**) spleen at indicated time points (weeks). Bars indicate mean ± SD (*n* = 4-10). Statistical significance was calculated using two-way ANOVA with Tukey’s test (*p < 0.033; **p < 0.002; ***p < 0.0001). Exact *p* value is indicated in Supplementary Data 1. **e** Histological sections with: Oil red O (ORO; top row), Haematoxylin Eosin Saffron (HES; middle row) and Sirius red (SR; bottom row) staining of liver (top panel), and spleen (bottom panel) at 4- and 34-weeks (scale: 50 µm).

### rAAV8 injection improves general metabolic, mitochondrial, and immune system dysregulation

Metabolic alterations can have profound and far-reaching effects beyond lipid accumulations. Therefore, to gain a comprehensive understanding, we performed an unbiased transcriptomic analysis of WT, *Lipa*^−/−^ and rAAV8.hAAT.LIPA-treated *Lipa*^−/−^ mouse livers at 12- and 34-weeks post-injection. 

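Liver RNA from 18 mice was sequenced, with 3 mice in each of 6 groups: WT, Lipa−/− and rAAV8-treated Lipa−/− mice, each at 12- and 34-weeks post-injection. The sample labels give these time points as 3 and 8 months. The paper's methods describe paired-end reads of 150 bp, which were assigned with Salmon to the Ensembl transcripts of GRCm39 and summed to genes with tximport. The authors deposited 4 tables. Of these, 3 hold the estimated read count, the TPM value and the mean transcript length of each gene in each mouse, and the fourth holds their DESeq2 comparisons of pairs of groups. The count table is not normalized. It lists 35441 genes by symbol, among them the human LIPA gene of the vector (hLIPA), and 19.4% of its values are not whole numbers. At 12-weeks, the reads assigned to genes ranged from 20679382 to 25833059 per mouse in WT mice (median 21273086), from 20150616 to 23008574 in Lipa−/− mice (median 22118671) and from 17527824 to 24244535 in rAAV8-treated Lipa−/− mice (median 20818507). At 34-weeks, they ranged from 21047103 to 25233906 in WT mice (median 23778752), from 18178022 to 19813596 in Lipa−/− mice (median 18778628) and from 19132325 to 24484432 in rAAV8-treated Lipa−/− mice (median 23026708). The 10 most abundant genes held 15.9% to 26.6% of the reads of a mouse. The genes of major urinary proteins (Mup), which share reads with one another, held 9.11% to 25% of the reads in rAAV8-treated Lipa−/− mice at 12-weeks and 0.012% to 0.032% in Lipa−/− mice at 34-weeks.

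The counts were rounded to whole numbers and normalized with edgeR's TMM factors, which lay between 0.587 and 1.69. Genes with more than 100 reads summed over the 18 mice, the minimum named in the paper's methods, were tested. This left 14533 genes, and the other 20908 genes held at most 0.0974% of the reads of any mouse. A single quasi-likelihood fit in edgeR with a mean for each group gave the log2 fold changes, their standard errors and two-sided p values with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an absolute log2 fold change over 1 and an adjusted p under 0.05, the thresholds of the paper. Expression is given as CPM scaled by the TMM factors. A gene without reads in a mouse can still have up to 3 reads at this depth, which is 0.0946 to 0.291 CPM depending on the mouse, and folds against groups at or under this floor are given as lower bounds. The floor covers counting error only, since reads amplified by PCR are not independent molecules. All mice of 34-weeks share 1 study code in their labels. The mice of 12-weeks carry another code, except Lipa−/− mouse 5, which has a code of its own. No code occurs at both time points, so a change between the time points and a difference between the codes cannot be told apart. The paper's study design states that only 1 Lipa−/− mouse was still alive at 34-weeks and that the others were killed at set endpoints. Lipa−/− livers of the group of 34-weeks may therefore have been taken earlier, although their labels give the same time for all. The age of these mice at sampling is not known.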

Principal component analysis (PCA) of gene expression showed that: 1) WT mice at 12- and 34-weeks grouped together, similarly to *Lipa*^−/−^ mice at 12 and 34-week; 2) *Lipa*^−/−^ mice clearly diverged from the other groups at both time points; 3) rAAV8-treated *Lipa*^−/−^ mice diverged from *Lipa*^−/−^ mice and grouped with WT mice at 34-weeks (Fig. 7a).

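The 18 livers were compared by PCA of the log2 CPM (prior count 2) of all tested genes. The first component held 56.7% of the variance and the second 21.2%. On the first component, Lipa−/− mice had a mean score of 101 ± 9.44 (SD, n = 3) at 12-weeks and 138 ± 11.4 (SD, n = 3) at 34-weeks. The mean scores of rAAV8-treated Lipa−/− mice were -67.1 ± 16.6 and -34.2 ± 16.9, and those of WT mice -80.3 ± 6.79 and -57.4 ± 22.8 (SD, n = 3 each). The 6 Lipa−/− mice lay between 93.8 and 149, and the other 12 mice between -87.2 and -20. The mean scores of these sets of mice differed by 179 (two-sided exact permutation test over 18564 splits, p = 5.39e-05, the smallest p that 6 mice against 12 allow). With each mouse left out in turn, the difference stayed between 174 and 184, and it was 184 without Lipa−/− mouse 5, whose study code differs from that of the other mice of 12-weeks. Restricting the PCA to the 500 genes with the highest variance moved the difference most, to 107, with the same p from the exact permutation test. On the second component, the rAAV8-treated Lipa−/− mice of 12-weeks lay between -144 and -60.1, and the other 15 mice between -46.1 and 71.2.

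Distances between the livers were measured over the same log2 CPM values, as the mean distance between the mice of 2 groups divided by the mean distance within them. The exact permutation tests of these ratios have 10 splits and are one-sided, so that no p can fall below 0.1. Lipa−/− and WT mice were 2.36 times as far apart as mice of one group at 12-weeks and 2.55 times at 34-weeks (p = 0.1 each from the exact test). The ratio of rAAV8-treated Lipa−/− to WT mice was 1.55 at 12-weeks (exact p = 0.1) and 1.03 at 34-weeks (exact p = 0.4). With the 500 most variable genes, the latter rose to 1.20 (exact p = 0.1). WT mice of 12- and 34-weeks had a ratio of 1.10 (exact p = 0.2), which reached 1.25 without WT mouse 1 of 34-weeks and 1.21 with the 500 most variable genes (exact p = 0.1). The ratio between Lipa−/− mice of the same time points was 1.20 (exact p = 0.1). With 1 mouse left out, it ranged from 1.06 without mouse 4 of 34-weeks (exact p = 0.4) to 1.34 without mouse 5 of 12-weeks (exact p = 0.1).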

**Fig. 7:**
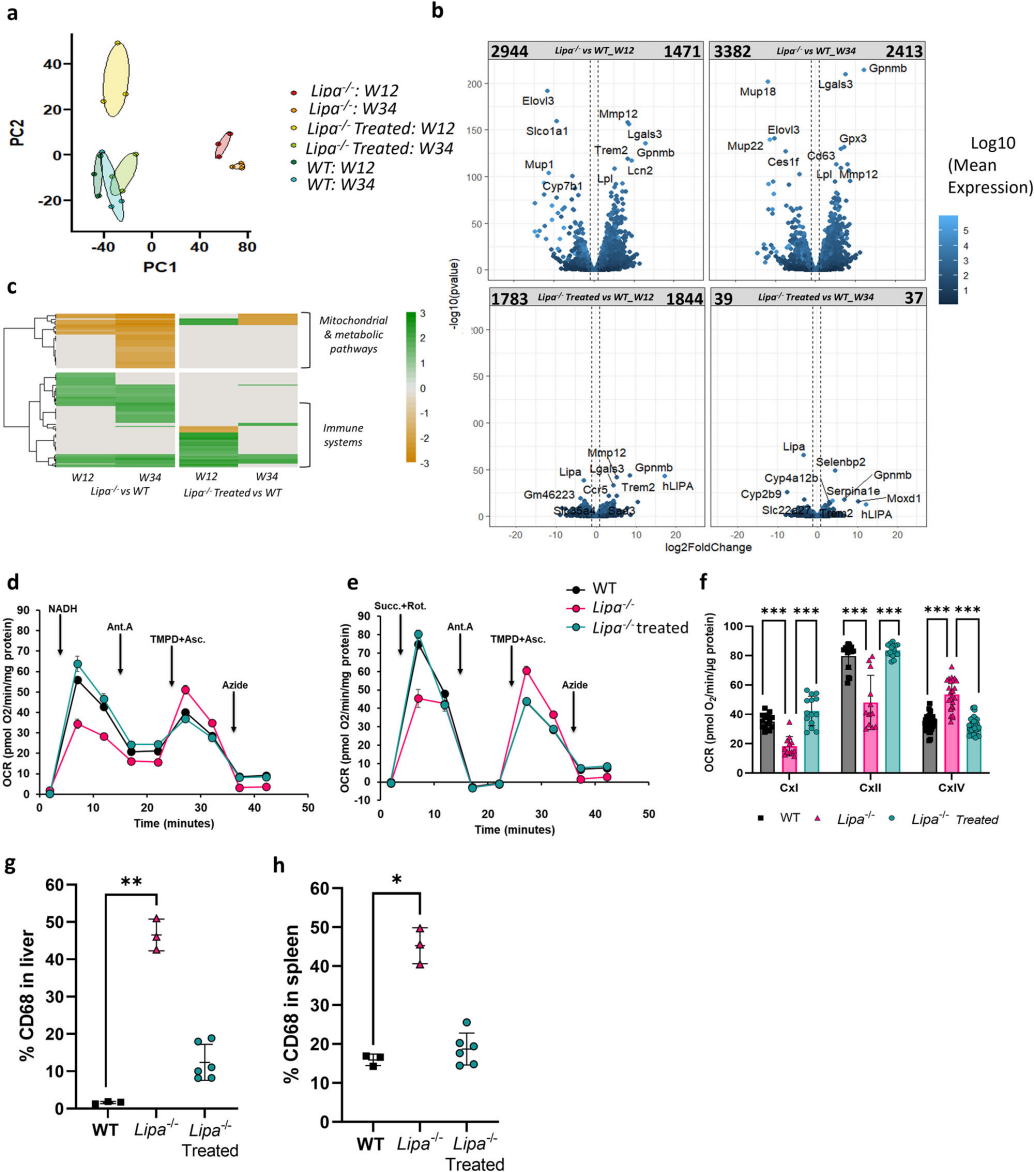
rAAV8 administration corrects expression of gene related to metabolic, immune, and mitochondria. Differential mRNA expression analysis was performed on liver WT, *Lipa*^*−/−*^ and rAAV8-treated *Lipa*^*−/−*^ mice. **a** Principal component analysis (PCA) visualizes the separation between experimental groups. **b** Volcano plots display genes according to log2 fold change and -log10 *P* value. Colour shade indicates the log10 mean expression level of all analysed animals (*n* = 3). For some dots the associated gene name is indicated. On top of each plot, the names indicate the samples compared, while the numbers indicate how many genes (dots) are present in each quadrant. Vertical dotted lines indicate ± 2-fold change. **c** Gene ontology analysis by Gene Set Enrichment Analysis (GSEA). Colour shades indicate normalized enrichment score (NES) of the indicated mice group comparison at 12- and 34-weeks post-injection. **d, e** Representative traces of the oxygen consumption rates (OCRs) in liver of WT, *Lipa*^*−/−*^ and rAAV8-treated *Lipa*^*−/−*^ mice at 34-weeks post-treatment. Where indicated, the following compounds were injected into the assay micro-chambers: NADH, Rotenone+Antimycin A (Rot+Ant A), Succinate+Rotenone (Succ+Rot), Antimycin A (AntA), Asc/TMPD (ascorbate+ TMPD), Azide. **f** Metabolic parameters inferred from the OCR assays and corrected for residual activity in the presence of the respiratory chain inhibitors for mitochondria isolated from mouse at 34- weeks post injection. Bars indicate mean ± SD (*n* = 3-4 with 3 or 4 biological replicates for each group) and statistical significance was calculated using two-way ANOVA with Bonferroni post-hoc analysis (*p < 0.033; **p < 0.002; ***p < 0.0002). Exact *p* value is indicated in Supplementary Data 1. % of CD68-stained area per section in the liver (**g**) and spleen (**h**) at 34-weeks post-treatment. Bars indicate mean ± SD (*n* = 3-6) and statistical significance was calculated using one-way ANOVA with Kruskal-Wallis Test (*p < 0.033; **p < 0.002; ***p < 0.0002). Exact *p* value is indicated in Supplementary Data 1.

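Fig. 7b labels 10 genes in each comparison with WT mice. For Lipa−/− mice, all 10 labelled genes were called differentially expressed at 12-weeks and all 10 at 34-weeks, with 6 higher and 4 lower each time. For rAAV8-treated Lipa−/− mice, 10 of 10 were called at 12-weeks (7 higher, 3 lower) and 8 of 10 at 34-weeks. Adjusted over the list alone, 10 of 10 passed in each of the 4 comparisons. The study chose these labels on the same samples, so the counts adjusted over the list alone are not independent evidence. In every labelled gene the 3 mice of one group lay entirely above or below the 3 mice of the other, which chance alone gives for 10% of genes.

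In Lipa−/− mice, the largest increase among the labels was that of Gpnmb (chromosome 6, 49013426 to 49047863), with 2012 ± 679 CPM against 0.221 ± 0.053 CPM in WT mice at 12-weeks (SD, n = 3 each). Its log2 fold change was 13.11 (standard error 1.07, edgeR adjusted p = 1.55e-07) at 12-weeks and 12.31 (standard error 1.02, adjusted p = 1.67e-07) at 34-weeks. The setting that moved the value of 12-weeks most was scaling by total counts without TMM factors, at 13.58. Lgals3 (chromosome 14) had log2 fold changes of 8.70 and 7.58 at the 2 time points, Mmp12 (chromosome 9) of 7.28 and 7.24, and Lpl (chromosome 8) of 5.19 and 5.32. Labelled at 1 time point only, Lcn2 reached 9.51 and Trem2 8.65 at 12-weeks, and Gpx3 reached 7.20 and Cd63 6.28 at 34-weeks. Among the lower genes, Elovl3 (chromosome 19, 46119917 to 46124133) had 0.289 ± 0.158 CPM in Lipa−/− mice against 892 ± 108 CPM in WT mice at 12-weeks, a log2 fold change of -11.56 (standard error 0.67, edgeR adjusted p = 1.43e-08), and -10.28 at 34-weeks. Slco1a1 was at -9.34 and Cyp7b1 at -5.37 at 12-weeks. Mup1 (-11.17 at 12-weeks), Mup18 (-11.91 at 34-weeks), Mup22 (-11.50 at 34-weeks) and Ces1f (-7.40 at 34-weeks) belong to families with similar sequences, and the division of reads between their members is uncertain. Every one of these calls held with each mouse left out.

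In rAAV8-treated Lipa−/− mice at 12-weeks, the log2 fold change against WT mice was 8.87 for Gpnmb, 5.54 for Trem2, 4.56 for Lgals3, 4.51 for Saa3 and 4.37 for Mmp12. Murine Lipa was at -2.82, the pseudogene Gm46223 at -3.63 and Slc35a4 at -1.59. Saa3 and Gm46223 share sequence with other genes, which leaves their counts uncertain. At 34-weeks, Gpnmb was at 7.01, Selenbp2 at 4.60, Serpina1e at 3.85, Trem2 at 2.92, Lipa at -3.34, Slc22a27 at -3.31 and Cyp2b9 at -7.48. Against WT mice of 12-weeks, Selenbp2 was at -1.82, Serpina1e at -0.50, Slc22a27 at 1.28 and Cyp2b9 at -0.77, none of them called. These genes were also called between WT mice of the time points, so treatment and a change of the WT livers cannot be told apart for them. Gpnmb, Trem2 and Lipa were called against both WT groups. Gpnmb varied widely between the treated mice (56.9 ± 57.7 CPM, SD, n = 3). Its value was 5.82 without treated mouse 9 and 7.52 without treated mouse 12, and its call held with each mouse left out. The genes not called were Cyp4a12b, with 3.01 (adjusted p = 0.144 in edgeR and 0.00344 in DESeq2, with 0.00344 to 0.668 over all alternatives), and Moxd1, at least 115-fold higher (adjusted p = 0.0981 in edgeR and 2.47e-05 in DESeq2, with 2.47e-05 to 0.666 over all alternatives). Of the fits that each left out 1 of the 6 mice, Trem2 was called in 1, Cyp2b9 in 2, and Serpina1e in 5, since without WT mouse 3 its edgeR adjusted p was 0.0696 (9.87e-12 to 0.0909 over all alternatives). Over the alternatives, the adjusted p of Trem2 ranged from 1.37e-11 to 0.201, the latter without the same mouse, and that of Cyp2b9 from 4.92e-06 to 0.0944, the latter without rAAV8-treated mouse 9. Cyp2b9, Cyp4a12b, Selenbp2, Serpina1e and Slc22a27 have close paralogs and carry the same uncertainty as the Mup genes.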

Differential gene expression analysis revealed that ~4400 and ~5800 genes changed between WT and *Lipa*^−/−^ mice at 12- and 34-weeks, respectively (Fig. 7b top row). 

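Between Lipa−/− and WT mice, 4256 genes were called differentially expressed at 12-weeks, 2939 higher and 1317 lower in Lipa−/− mice, with a median absolute log2 fold change of 2.25. At 34-weeks, 5272 genes were called, 2984 higher and 2288 lower, with a median of 2.08. When the genes with all mice of a group at or under the floor (567 and 368 genes) were set to their lower bounds, these medians were 2.07 and 2.04. The time points had 3492 genes in common, 3486 of them changed in the same direction. Among the genes called, the 3 Lipa−/− mice and the 3 WT mice did not overlap in 4147 and 5188. Over all tested genes this held for 52.7% and 60.3%, against 10% from chance. The alternative that moved the count of 12-weeks most was to drop the threshold on the fold change, which gave 5694 genes. With each of the 6 mice left out in turn, the counts ranged from 3815 to 4187 at 12-weeks and from 4525 to 5332 at 34-weeks. Scaling by total counts without TMM factors moved the median log2 fold change of all genes by 0.47 and 0.63, and the share of called genes that were higher in Lipa−/− mice rose from 69.1% to 87.2% and from 56.6% to 81.8%.

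Genes with the largest fitted changes were taken among called genes with a mean of at least 1 CPM over all mice and no overlap between the groups. At 12-weeks, the largest decreases were those of Mup19 (log2 fold change -14.69), Mup9 (-14.28) and Mup15 (-14.05). These sizes rest on few reads in Lipa−/− mice (0.0473 ± 0.082 CPM of Mup9, SD, n = 3), and without Lipa−/− mouse 5 they were -16.41, -17.57 and -15.71. Among the increases, the neutrophil genes Ngp and Camp were taken along with Gpnmb. They had no reads in WT mice and were at least 622-fold and 384-fold higher, bounds that do not rank them above the other increases. Their expression varied widely between Lipa−/− mice, with 100 ± 137 CPM for Ngp and 61.7 ± 84.8 CPM for Camp (SD, n = 3). Most of it came from mouse 9, with 259 CPM of Ngp against 23.4 and 18 CPM and 160 CPM of Camp against 15 and 10.3 CPM. At 34-weeks, the genes taken were Mup9 (-13.91, or -17.09 without Lipa−/− mouse 4), Mup17 (-12.80, or -14.29 without this mouse) and Mup8 (at least 442-fold lower), and Npy and Timp4, at least 110-fold and 105-fold higher. The bounds of Mup8, Npy and Timp4 do not rank these genes above others. In the authors' deposited comparisons, 3859 of the 4256 genes called here were called in the same direction at 12-weeks and 5011 of the 5272 at 34-weeks. Across genes, which are not independent replicates, the log2 fold changes of the authors and those obtained here correlated with Pearson's r = 0.984 at 12-weeks and 0.987 at 34-weeks.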

Upon rAAV8 mediated h*LIPA* expression (Supplementary Fig. 7a), both the number and the fold change of dysregulated genes was reduced, with only 76 genes differing between treated *Lipa*^−/−^ and WT mice at 34-weeks post-injection (Fig. 7b bottom row).

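The human transgene hLIPA reached 1700 ± 869 CPM at 12-weeks and 1530 ± 1130 CPM at 34-weeks in rAAV8-treated Lipa−/− mice (SD, n = 3 each). In CPM, which is not scaled for gene length, these means were 7.21 and 5.01 times those of murine Lipa in WT mice of the same time point. In the deposited TPM values, which are scaled for length, hLIPA lay between 548 and 1270 at 12-weeks and between 519 and 2490 at 34-weeks. The TPM means of murine Lipa in WT mice were 73.7 and 113, so the CPM ratios do not give the excess of one transcript over the other. At 12-weeks, hLIPA was at least 10600-fold higher than in WT mice, in which it had no reads. At 34-weeks, its log2 fold change against WT mice was 12.10 (standard error 1.24, edgeR adjusted p = 0.00291), and 15.67 without WT mouse 2, which had 23 hLIPA reads. Murine Lipa stayed low at 12-weeks, with 24.8 ± 8.33 CPM in Lipa−/− mice and 33.6 ± 3.11 CPM in treated mice against 237 ± 32.8 CPM in WT mice (SD, n = 3 each). The difference between treated and untreated Lipa−/− mice was 0.44 on the log2 scale (standard error 0.21, edgeR adjusted p = 0.0864). With the deposited TPM values it changed sign, to -0.59 (adjusted p = 0.0368 from limma), and with DESeq2 it was 0.43 (adjusted p = 0.083). Over all alternatives, the adjusted p ranged from 0.0108 to 0.352.

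Between rAAV8-treated Lipa−/− and WT mice, 3713 genes were called at 12-weeks (1970 higher, 1743 lower) and 32 at 34-weeks (19 higher, 13 lower), with 7008 and 837 genes at an unadjusted p under 0.05. The mice of the groups did not overlap in 3561 and 32 of the called genes, and in 52.5% and 8.89% of all tested genes. The count of 12-weeks fell to 1633 without WT mouse 3 and to 1794 without treated mouse 10, and to 1800 at an adjusted p under 0.01. After a trend with gene length and GC content was removed from every mouse, 2616 genes were called at 12-weeks, 1959 of them among the 3713. At 34-weeks this left 31 genes, 29 of them among the 32. The count of 34-weeks was 88 with DESeq2, 10 at an adjusted p under 0.01 and 7 when only the 6 mice compared were fitted. It was 6 without WT mouse 3, 14 without treated mouse 9, 17 without WT mouse 2 and 20 without treated mouse 12. Of the genes called in Lipa−/− mice, 1081 (25.4%) were still called in the same direction in treated mice at 12-weeks and 26 (0.493%) at 34-weeks, while 154 and 1 (C6) were called in the opposite direction. These shares were 14.2% without WT mouse 3 of 12-weeks and 0.0788% without WT mouse 3 of 34-weeks. Another 2478 and 5 genes were called in treated mice only, the 5 being hLIPA, Selenbp2, Atg16l2, Gpat3 and Nt5e. C6, Atg16l2, Gpat3 and Nt5e were named after their values were seen. The median absolute log2 fold change of the genes called in Lipa−/− mice was 0.90 in treated mice at 12-weeks and 0.36 at 34-weeks, or 0.81 and 0.33 with the genes at their bounds. It was smaller in treated than in untreated mice for 3932 (92.4%) and 5243 (99.5%) of these genes.

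Both comparisons use the same WT mice, so groups simulated without any effect were compared with them over 20 draws. The draws left a median share of 0% called at both time points, and medians of at most 0.310 and 0.286 against the 0.90 and 0.36 measured. Genes were drawn independently, without the variation that many genes of a mouse share. The draws therefore do not decide whether the small excess at 34-weeks is a remaining effect. Against untreated Lipa−/− mice, 6027 genes were called in treated mice at 12-weeks (2348 higher, 3679 lower) and 4571 at 34-weeks (1867 higher, 2704 lower). The difference between the effects of the 2 time points, tested as an interaction, was called for 2675 genes, and for 1 gene, Fam177a, without treated mouse 9 of 34-weeks. From the comparisons with WT mice, the paper states that fewer genes were dysregulated, and by smaller fold changes, once hLIPA was expressed.

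**Figure D2:**
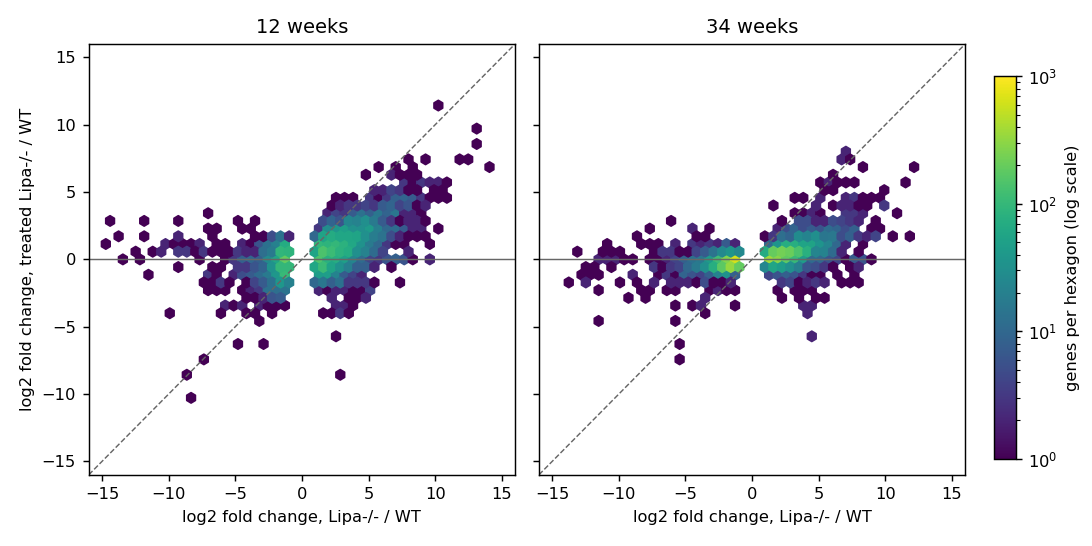
Log2 fold change against WT mice of the genes called in Lipa−/− mice, in untreated (x axis) and rAAV8-treated (y axis) Lipa−/− mice, with 4256 genes at 12-weeks (left) and 5272 at 34-weeks (right). Colour gives the number of genes per hexagon on a log scale, and most hexagons lie between the line at 0 and the dashed line of equal change, with medians of the treated mice of 0.90 at 12-weeks and 0.36 at 34-weeks in absolute value.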

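Changes of whole pathways were tested on 53 gene sets, of which 18 hold metabolic and mitochondrial genes and 13 immune genes. The members of the sets were written from their known functions since the ontology terms used by the authors are not listed gene by gene in the paper. Each set was tested with camera in limma (preset inter-gene correlation of 0.01), and a set was called at an adjusted p under 0.05 over the 53 sets. Of the 18 metabolic and mitochondrial sets, 15 were called lower in Lipa−/− than in WT mice at 12-weeks and 17 at 34-weeks, and 0 were called higher at either time (0 also at an unadjusted p under 0.05). Of the 13 immune sets, 10 and 9 were called higher and 0 lower (0 unadjusted). The test fry, which uses the correlation between genes found in the residuals, also called 12 and 17 of these metabolic and mitochondrial sets and 10 and 9 of these immune sets. The alternative that moved these counts most was camera with an estimated inter-gene correlation, which called 1 and 4 metabolic and mitochondrial sets lower and 0 immune sets higher (5 and 2 at an unadjusted p under 0.05).

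The median log2 fold change of the 23 genes of fatty acid beta-oxidation in Lipa−/− mice was -1.08 at 12-weeks and -2.01 at 34-weeks, with all 23 genes lower at both times. The TCA cycle (21 genes) had medians of -0.86 and -1.51, the cytochrome P450 families 1 to 4 (60 genes) of -1.40 and -2.14 and the peroxisome (30 genes) of -1.05 and -1.62. The 39 complex I subunits had medians of -0.37 and -1.18, the latter -0.76 without WT mouse 1 of 34-weeks. Scaled by total counts without TMM factors, the median of complex I at 12-weeks was 0.11, and relative to the median of all genes it was -0.38 against -0.39 with TMM. The 35 genes of monocytes and macrophages had medians of 4.37 and 3.59, the 26 genes of Toll-like receptor signalling of 1.90 and 1.40, and the 16 neutrophil genes, with genes at the floor set to their lower bounds, of 6.72 and 5.26.

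In rAAV8-treated Lipa−/− mice compared with WT mice, 3 metabolic and mitochondrial sets were lower and 5 higher at 12-weeks, and 11 lower and 1 higher at 34-weeks. The 5 higher sets were complexes I, III and IV, the ATP synthase and the mitochondrial ribosomal proteins, and fry called them too. After a trend with gene length and GC content was removed from every mouse, camera called 0 of these 5 sets. The 3 lower sets were fatty acid synthesis, cholesterol biosynthesis and the mitochondrially encoded genes, of which fry called the former 2. At 34-weeks, fry called 1 lower set, fatty acid beta-oxidation, and 0 higher (0 unadjusted). Its median was 0.12 at 12-weeks, or -0.27 by total counts and -0.03 without treated mouse 12, and -0.48 at 34-weeks, and that of complex I was 0.98 and -0.30. Without WT mouse 1 of 34-weeks, the latter was 0.11. Without treated mouse 9, camera called 7 sets lower at 34-weeks, and the higher set, cholesterol biosynthesis, lost its call without WT mouse 1. Of the immune sets, 10 were called higher at 12-weeks and 12 at 34-weeks, of which fry called 9 and 1. The count of 34-weeks was 4 without treated mouse 12. The monocyte and macrophage genes had medians of 2.00 and 0.66, the 21 T cell genes of 1.55 (at their bounds) and 1.14 and the neutrophil genes of 1.70 and 4.31 (at their bounds). Without treated mouse 12 of 34-weeks, the median of the monocyte and macrophage genes at that time was 0.00, and without treated mouse 9 that of the T cell genes was 0.75. The neutrophil median of 34-weeks also rests on mouse 12. Relative to WT mice of 12-weeks, the median of these genes was 6.98 in this mouse, 0.75 and 0.07 in the other treated mice and 0.44 to 0.92 in WT mice of 34-weeks. Against untreated Lipa−/− mice, treated mice had 15 and 16 metabolic and mitochondrial sets called higher, of which fry called 15 and 15, and 4 and 6 immune sets called lower, all of them also called by fry. At 34-weeks 1 immune set, the interferon response, was called higher (35 genes, median 0.88, fry adjusted p = 0.0325), and it lost this call without treated mouse 12. Whether the changes of the sets differed between the time points is a separate test, in which camera called 11 of the 31 sets for treated mice and fry 0 (11 at an unadjusted p under 0.05).

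**Figure D3:**
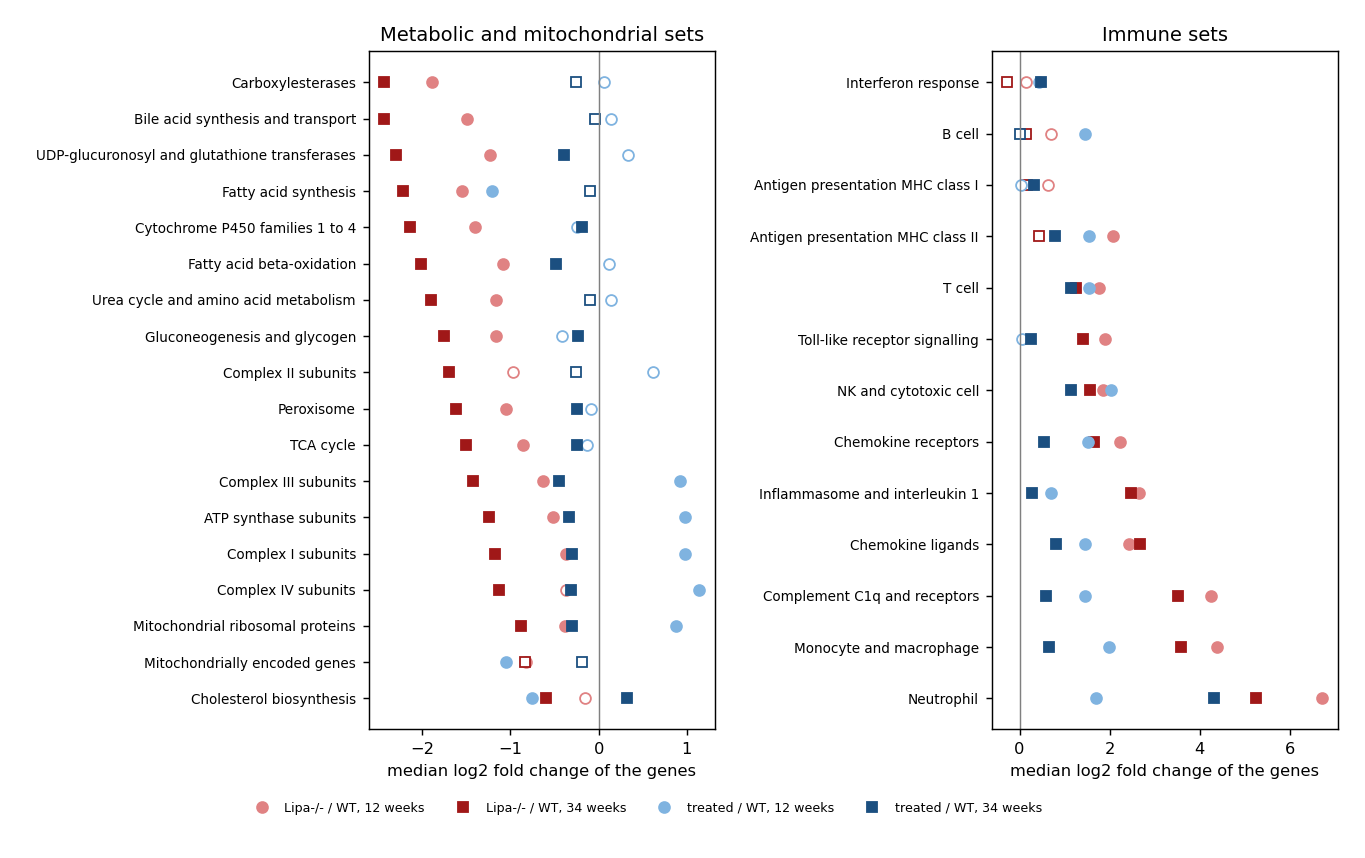
Median log2 fold change against WT mice (x axis) of the genes of 18 metabolic and mitochondrial sets (left) and 13 immune sets (right) in untreated (red) and rAAV8-treated (blue) Lipa−/− mice at 12-weeks (circles) and 34-weeks (squares), with genes at the floor set to their lower bounds and filled symbols for sets called by camera. Complex I subunits lie at -0.37 and -1.18 in untreated and at 0.98 and -0.30 in treated mice, with TMM scaling. The last value was 0.11 without WT mouse 1 of 34-weeks.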

Gene ontology analysis of differentially expressed genes between WT and *Lipa*^−/−^ mice identified two highly dysregulated pathways: (i) the downregulation of the metabolic and mitochondrial pathways in *Lipa*^−/−^ mice; (ii) the upregulation of the immune systems in *Lipa*^−/−^ mice (Fig. 7c; left panel). rAAV8 administration normalized gene expression related to metabolic pathways at 12- and 34-weeks, while gene associated with the immune system were normalized only at 34-weeks (Fig. 7c; right panel).

Nowadays, the crosstalk between mitochondria and lysosomes is well known in normal as well as pathological conditions, such as lysosomal storage disorders^31–33^. For WD, dysfunctional mitochondria have been recently described in skeletal muscles of *Lipa*^−/−^ mice^34^; however, their involvement is still not clear for liver^35^. We isolated mitochondria from WT, *Lipa*^−/−^ and rAAV8-treated *Lipa*^−/−^ frozen mouse liver (at 12- and 34-weeks post-injection) and measured mitochondrial oxidative function. In particular, we assessed the efficiency of the electron transport chain complexes working together by exogenous substrates supplying electrons to complex I (NADH), II (succinate) and IV (ascorbate + N,N,N’,N’-tetramethyl-p-phenylenediamine dihydrochloride (TMPD)) (Fig. 7d, e). The oxygen consumption rates (OCR) elicited by complex I and II substrates (NADH and succinate respectively) were significantly reduced in *Lipa*^−/−^ mitochondria but completely restored upon rAAV8 administration already 12-weeks post-injection (Supplementary Fig. 7b, d) and until 34-weeks post-injection (Fig. 7f). Surprisingly, the addition of complex IV substrates (ascorbate + TMPD) revealed a different scenario, with *Lipa*^−/−^ mitochondria showing a significant increase of respiratory activity compared to WT and rAAV8-treated *Lipa*^−/−^ mitochondria, probably due to a compensatory effect^36,37^.

Altogether, these results suggest a reduced mitochondrial respiratory capacity of *Lipa*^−/−^ mitochondria, which was fully corrected by rAAV8 treatment.

To further elucidate the immune infiltration, we labelled and quantified the percentage of CD68 positive area in liver (Fig. 7g; Supplementary Fig. 7e), spleen (Fig. 7h; Supplementary Fig. 7e), and jejunum (Supplementary Fig. 7e, f) sections and observed a strong reduction of inflammation in all tissues upon treatment at 34-week post-injection.

Overall, administration of 3 x 10^12^ vg/kg of rAAV8 was sufficient to stably and completely correct the pathological phenotype of the *Lipa*^−/−^ mouse model for 34-weeks post-injection.

## Discussion

In this study, we evaluated a liver directed gene therapy for LAL-D in a *Lipa*^−/−^ mouse model that displays reduced lifespan, failure to thrive and severe hepatosplenomegaly associated with lipid accumulation. By using a single-stranded rAAV8 encoding for the human *LIPA* cDNA under the control of the hepatocyte specific human α1-antitrypsin promoter, we demonstrated that transduced hepatocytes could express and secrete LAL, which retains its enzymatic activity and systemically cross-corrects LAL-D metabolic defect. In addition, we established the minimal rAAV8 vector dose required to extend mice survival, restore lipid homeostasis, and improve transcriptomic imbalance and mitochondrial activity.

We intravenously injected *Lipa*^−/−^ mice with four different rAAV8 doses and observed a transduction level and LAL activity proportional to the injected dose, suggesting that LAL overexpression does not result in liver toxicity. Secreted LAL was able to cross-correct blood cells and restore haematological parameters. In addition, expressed LAL ameliorated mouse weight and growth rate, corrected hepatosplenomegaly, and reduced lipid accumulation in the jejunum. Interestingly, even the lowest rAAV8 dose (5 x 10^11^ vg/kg) significantly reduced lipid accumulation and decreased disease burden. At high dose (1 x 10^13^ vg/kg), instead, we observed a plateau in LAL expression, which could be explained by saturation of the machinery involved in LAL synthesis or rAAV transduction of cells other than hepatocytes, where the hAAT promoter might be less active.

We then performed a more detailed study using the minimal rAAV8 dose (3 x 10^12^ vg/kg) that improved lifespan and ameliorated both mouse weight and growth rate up to 34-week post-treatment. In particular, we evaluated short-term (4-weeks), middle term (12-weeks) and long-term (34-weeks) disease correction to confirm the efficacy and safety of our gene therapy treatment over time. Although we observed efficient hepatocyte transduction and LAL expression at all time points, there was a decrease between 4- and 12-weeks. Since rAAV genome remains mainly episomal, cellular proliferation due to the underlying liver disease could more likely explain this reduction, as previously reported for liver growth in young mice^38^. In addition, we cannot exclude the possibility of an immune response against the transduced hepatocytes^39^, potentially enhanced by the disease pre-existing inflammation. Finally, reduced LAL expression could be due to a translational shutdown of transgene expression as seen for FVIII^40^. Additional studies of hepatocyte proliferation and immune inflammation will be performed to clarify the underlying mechanism. Interestingly, LAL expression fully corrected haematological parameters, dyslipidaemia and hepatic transaminase from 2-weeks post-injection and lipid storage and tissue architecture of liver, spleen, jejunum, and thymus from 4-weeks post-injection. Few small lipid droplets remained visible in the liver at late time points possibly due to transduction zonation^41^ or reduced rAAV8 transduction in area of pre-existing liver injury in *Lipa*^−/−^ mice, e.g. fibrosis^42^. Finally, by liver transcriptomic analysis and mitochondrial respirometry we observed a dysregulation of metabolic and immune system pathways^43^ and an impairment in mitochondrial activity, which were fully normalized at 34-weeks post-injection. Overall, our in vivo gene therapy strategy appears to be an effective approach to achieve stable LAL expression to correct LAL-D phenotype in a relevant *Lipa*^*−/−*^ mouse model.

The current standard of treatment for patients affected by LAL-D is life-long weekly administration of recombinant human LAL enzyme (Sebelipase alfa, Kanuma) to reduce lipid storage and alleviate disease symptoms^44^. Although effective in managing the condition, this treatment is not curative, and its effectiveness varies. Furthermore, it does not completely normalize all clinical manifestations, such as abdominal distortion, hepatosplenomegaly, and lipid accumulation in lymph nodes and the digestive wall^45^. In addition, the repetitive administration of ERT may lead to the development of neutralising antibodies against the therapeutic enzyme, diminishing its efficacy over time^46^. The described rAAV8 gene therapy has the potential to be a one-time curative treatment that maintains a constant level of therapeutic proteins and induces immune tolerance to the expressed transgene^47,48^ or modulates an already existing immune response^49–51^. Furthermore, hepatocyte-expressed LAL should result in enhanced pharmacokinetics and uptake of the enzyme in peripheral tissues compared to ERT, for which differential organ response is observed^52,53^, and undergo endogenous post-translational modifications (e.g., glycosylation), which could reduce the development of neutralizing antibodies^54^.

Lam et al.^55^ recently described a liver directed gene therapy approach based on a recombinant self-complementary AAV vector serotype rh74 (rscAAVh74) encoding *LIPA* gene under the control of the ubiquitous mini cytomegalovirus promoter. Administration of the vector to *Lipa*^−/−^ mice successfully corrected the LAL-D phenotype by decreasing hepatosplenomegaly, dyslipidaemia, liver damage, and lipid accumulation. Although promising, this study has several limitations that requires further investigations. The authors used the rAAVh74 serotype, which has been selected to transduce muscles^56–58^ and to treat muscular disorders (Dysferlinopathies: NCT02710500, Duchenne Muscular Dystrophy: NCT02704325, NCT02376816, NCT03375164). In addition, they used a self-complementary rAAV, which may increase the innate immune response compared to natural single-stranded rAAV vectors^59–61^. Finally, to drive the expression of the LAL transgene they used the viral CMV promoter, which may become inactive due to DNA methylation^62,63^. As an alternative, we propose using a single stranded rAAV8 to deliver the *LIPA* cDNA under the control of a liver-specific promoter. The rAAV8 serotype is currently the gold-standard for liver targeting and has been successfully tested in clinical trials for various metabolic disorders, such as glycogen storage disease type 1a (NCT03517085), Crigler Najjar (NCT03466463), mucopolysaccharidosis type VI (MPSVI) (NCT03173521), and Pompe disease (NCT03533673 and NCT04093349). It is worth noting that our rAAV8 corrective dose was ~10 times lower than the previously suggested dose, reducing the risk of patient toxicity^64^. Regarding the mouse model, the authors used a *Lipa*^−/−^ mouse model with normal body weight and growth rate and did not perform any survival analysis^55^. Our *Lipa*^−/−^ mouse model, on a different genetic background and with a different LIPA mutation, allowed us to assess rAAV8-mediated correction of body weight, growth rate and lifespan. In addition, we conducted a follow-up analysis for up to 34-weeks post-injection and assessed biweekly several haematological parameters as a simple method to evaluate disease progression and gene therapy correction over time. Finally, using liver transcriptome analysis, we demonstrated a reduction in inflammation and correction of metabolic and mitochondrial pathways. To assess whether the mitochondrial alterations detected by transcriptomic analysis resulted in functional modifications, we measured the respiratory capacity of mitochondria. As reported in skeletal muscle fibers of *Lipa*^−/−^ mice^34^ and in line with other lysosomal storage disorders^65^, we found a significant decline of mitochondrial respiratory fluxes in mitochondria from *Lipa*^−/−^ livers. The respiratory fluxes were reduced when using Complex-I or Complex-II-dependent substrates, whereas they were increased when using exogenous substrates supplying electrons to Complex IV, suggesting a crucial role for Complex IV in compensating energy demand^36,37^. Interestingly, administration of rAAV8 to *Lipa*^−/−^ mice fully restored the mitochondrial defect, both 12- and 34-weeks post-injection, confirming the effectiveness of our proposed therapy.

This in vivo gene therapy approach may still be hampered by preexisting neutralizing antibodies and cell-mediated immune responses against rAAV8 vectors with a 20–30% prevalence^66,67^. A possible solution could be Imlifidase, a protease able to cleave IgG, that was shown to reduce pre-existing neutralizing antibody reactions against rAAV8 capsids in non-human primates, thus allowing vector re-administration^68^. In addition, novel rAAV serotypes could be tested to reduce immunogenicity and increase liver targeting specificity^69,70^, potentially reducing the required rAAV dose. To further decrease the rAAV dose and maximize therapeutic benefits, we will optimise codon usage and change the signal peptide sequence of the *LIPA* cDNA to improve LAL expression and secretion^71^.

Although this rAAV8 strategy would be effective in patients with CESD, its efficacy would be limited in infants with WD, where episomal rAAV genome would be progressively diluted and lost upon liver growth^38,72^. Therefore, a clinical translation will require treating patients with ERT until they reach the minimal age for rAAV treatment (5 years)^73^, similarly to what has recently been described for allogenic hematopoietic stem cell transplantation in LAL-D^8,74^. In addition, research on haemophilia showed stable expression of therapeutic protein for up to 10-years using rAAV8 in human^75^ and dog^76^, possibly due to random genomic integration of rAAV DNA^77^. Following this observation, we will investigate the use of DNA nucleases to achieve stable liver transgene targeted integration in a safe and highly transcribed genomic locus^78–84^. Since a >2% increase in LAL enzyme function could significantly improve clinical condition, we will need to edit a small fraction of hepatocytes, <10% according to other diseases^78–84^.

For treating both WD infants and adults, a possible alternative to rAAV would be a LAL cDNA gene addition strategy in autologous hematopoietic stem cells, which guarantees stable transgene integration and expression over time, as already shown for other lysosomal storage disorders^85–88^.

Finally, before moving to a clinical trial, we plan to treat the Donryu rat model for LAL-D that displays a severe disease phenotype closer to that of WD patients and has a life expectancy of 120 days^89^ and carefully assess potential side-effects of the treatment, such as long-term LAL overexpression and rAAV random genomic integration.

In conclusion, our data suggest that a liver directed rAAV8 gene therapy strategy may be an effective curative treatment for LAL-D.

## Supplementary information

Supplemental material

Description of Additional Supplementary File

Supplementary Data 1

reporting-summary

## Data Availability

The source data and statistical analysis for all figures, are accessible from the Supplementary Data 1 file. The RNA-seq data, both raw and processed, are available on the GEO data set: GSE252742.

# Supplementary material for: Rescue of lysosomal acid lipase deficiency in mice by rAAV8 liver gene transfer
**Source:** Commun Med (Lond). 2025 Apr 11;5:110. doi: 10.1038/s43856-025-00816-8
**Supplement:** Supplementary file 1 — Supplemental material

|    |                                                                                                        |    |
|----|--------------------------------------------------------------------------------------------------------|----|
| 1  | <b>Table of supplemental figures:</b>                                                                  |    |
| 2  | Supplementary Fig. 1. Description of 13-week-old <i>Lipa</i> <sup>-/-</sup> mouse model. _____         | 2  |
| 3  | Supplementary Fig. 2. Blood analysis of <i>Lipa</i> <sup>-/-</sup> mice treated with 4 different rAAV8 |    |
| 4  | doses. _____                                                                                           | 4  |
| 5  | Supplementary Fig. 3. Quantification of cholesterol and triglycerides per mg of liver,                 |    |
| 6  | spleen, and jejunum 12-weeks post-injection. _____                                                     | 6  |
| 7  | Supplementary Fig. 4. Long-term blood analysis of rAAV8.hAAT.LIPA treated <i>Lipa</i> <sup>-/-</sup>   |    |
| 8  | mice. _____                                                                                            | 8  |
| 9  | Supplementary Fig. 5. Quantification of cholesterol and triglycerides per mg of liver,                 |    |
| 10 | spleen, and jejunum. _____                                                                             | 10 |
| 11 | Supplementary Fig. 6. Quantification of lipid deposits in thymus _____                                 | 12 |
| 12 | Supplementary Fig. 7. <i>LIPA</i> expressed upon rAAV8 administration corrects                         |    |
| 13 | mitochondrial impairment in liver and immune infiltration. _____                                       | 14 |

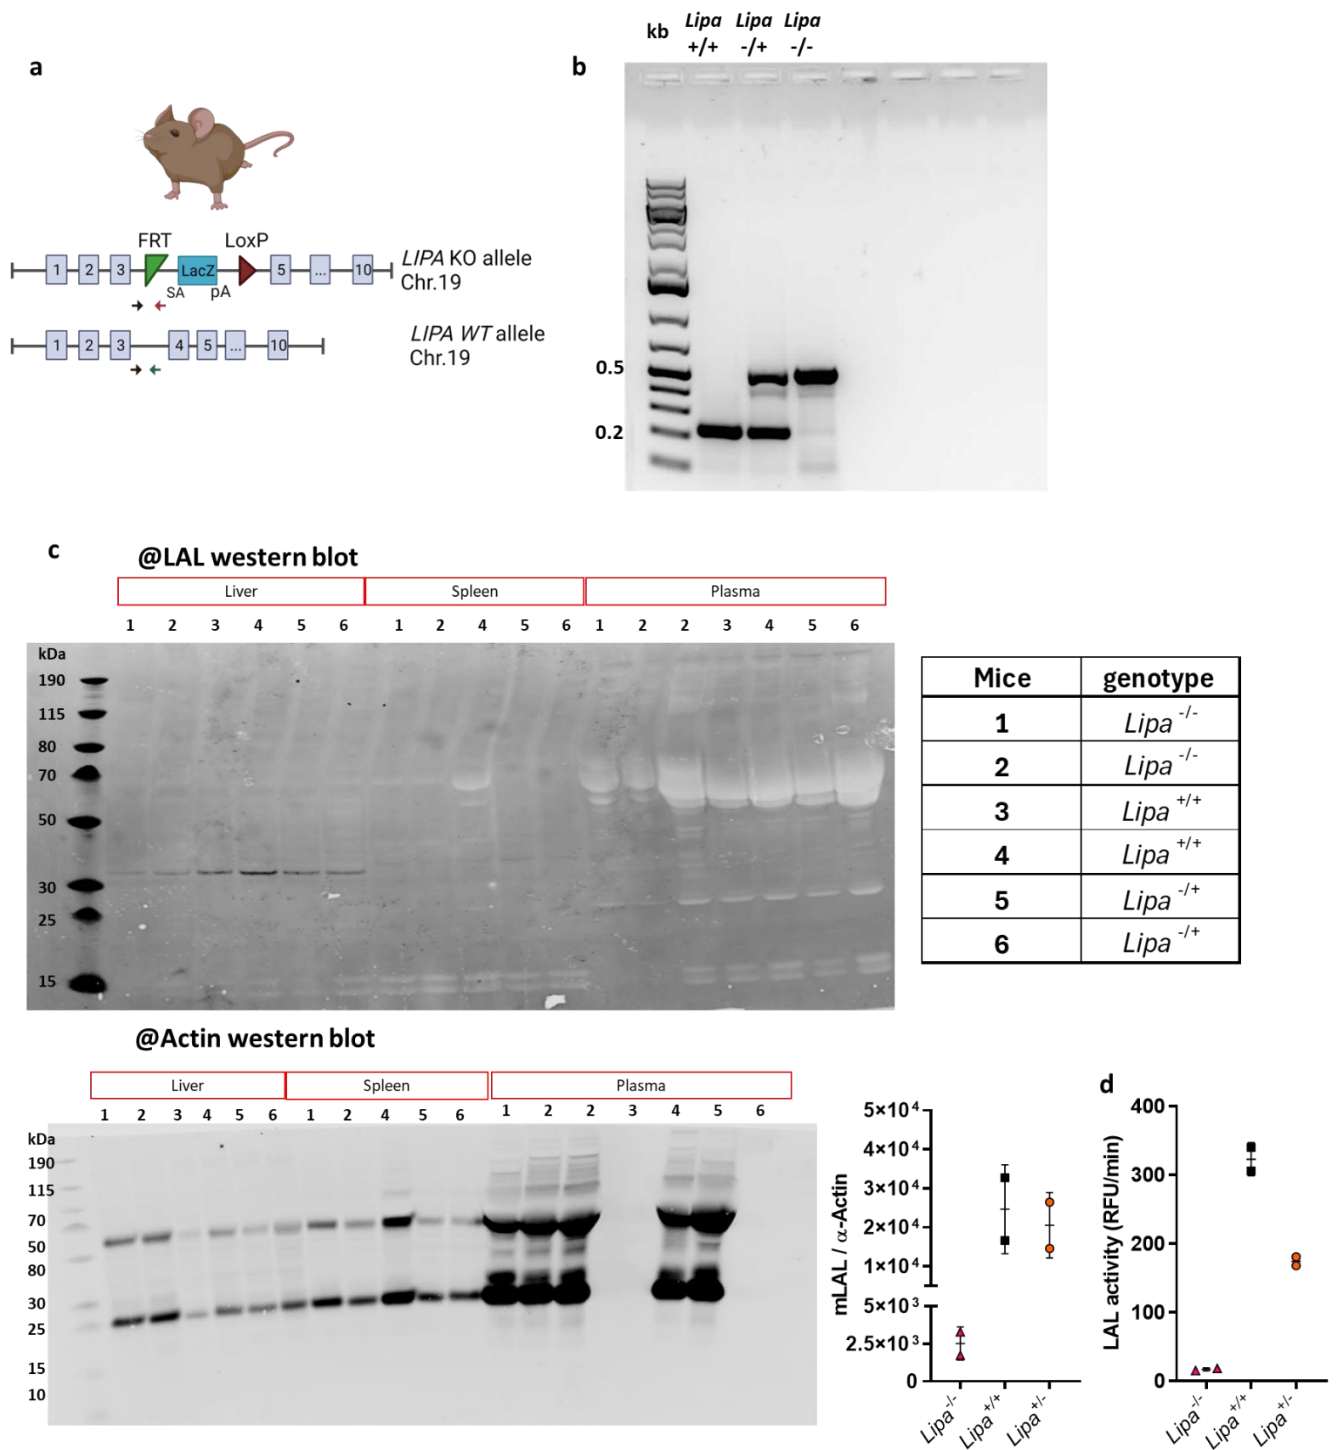

14

15 **Supplementary Fig. 1. Description of 13-week-old *Lipa*<sup>-/-</sup> mouse model.** **a** *LIPA* gene in KO  
 16 and WT alleles. Arrows represent genotyping primers (black: common LAL F, red: LAL-KO R  
 17 and blue: LAL-WT R; Table 1). **b** Agarose gel of the genotyping PCR. Kb represents the 1kb  
 18 DNA ladder. **c** Western blot of mouse liver with mLAL antibody and mActin antibody and its

19 quantification relative to  $\alpha$ -actin expression. **d** Relative fluorescence units (*RFU*) of LAL  
20 enzymatic activity in mouse liver. Bars indicate mean  $\pm$  SD (n=2). Raw data are available in  
21 Supplementary Data 1.

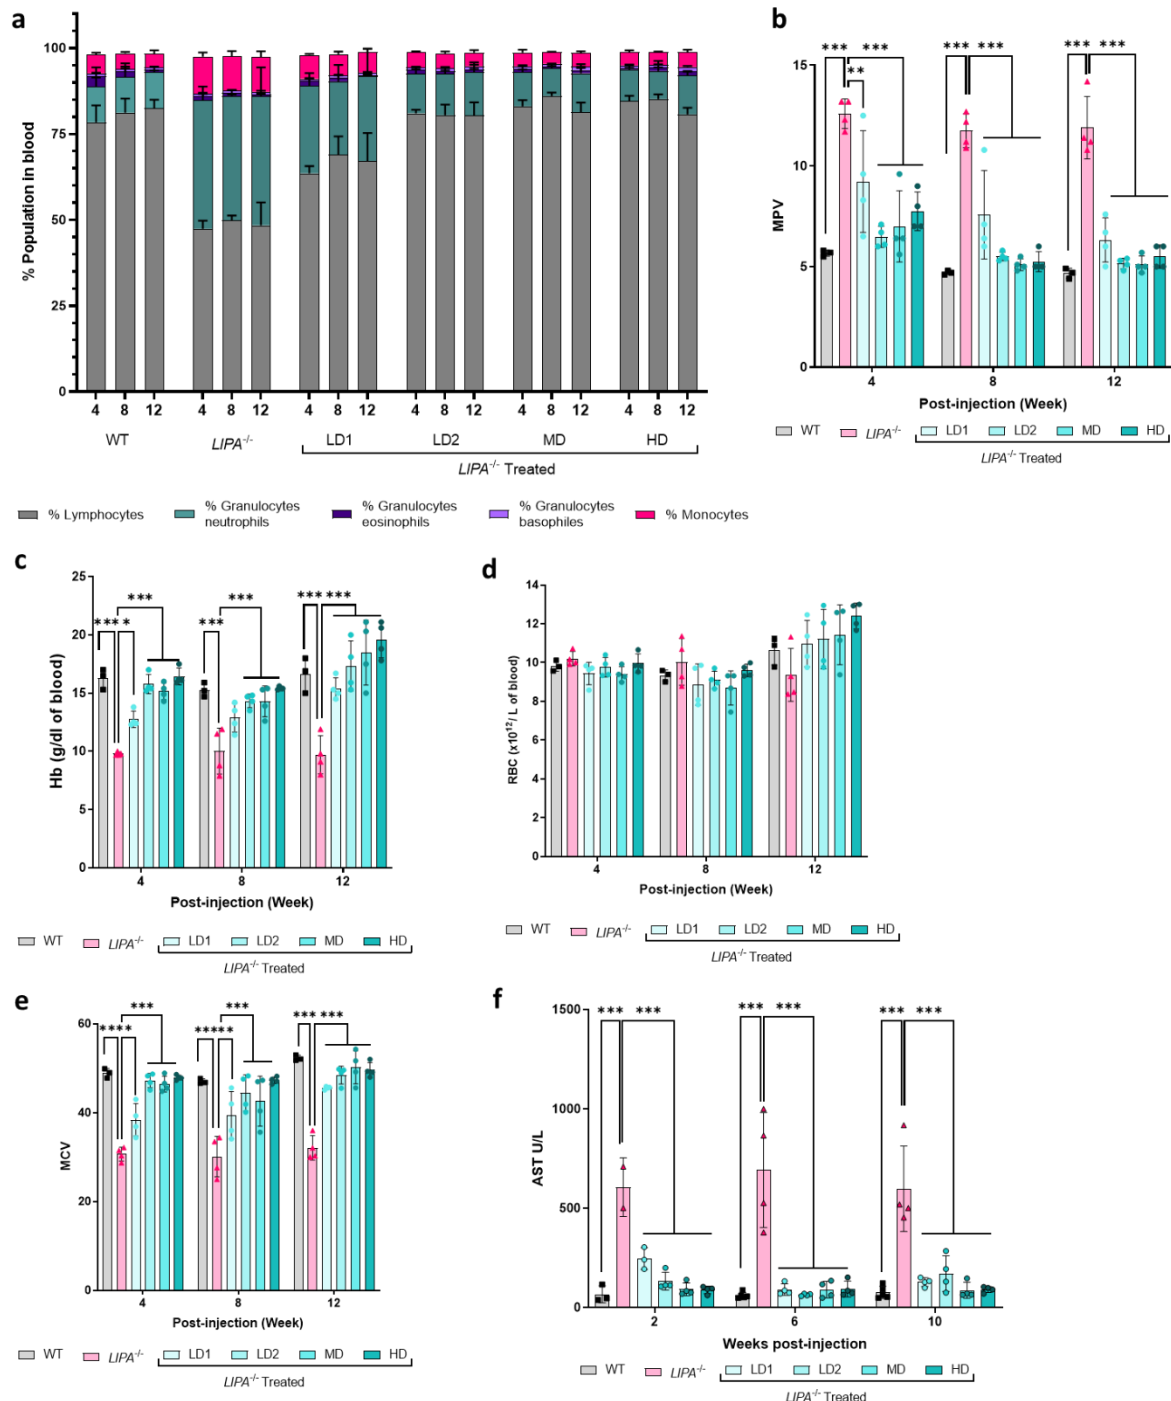

22

## 23 **Supplementary Fig. 2. Blood analysis of *LipA*<sup>-/-</sup> mice treated with 4 different rAAV8 doses.**

24 **a-b** Analysis of (a) blood cell populations and (b) mean platelet volume (MPV) at the indicated

25 time points (n=3-4). **c-e** Analysis of red blood cells: (c) hemoglobin content, (d) count and (e)

26 mean corpuscular volume (MCV) at the indicated time points (n=3-4). **f** Aspartate

27 aminotransferase (AST) quantification (units per liter; U/L) in plasma samples at the indicate

28 time points (n=2-4). Bars indicate mean  $\pm$  SD and statistical significance was calculated using  
29 two-way ANOVA with Tukey's test (\* $p < 0.033$ ; \*\* $p < 0.002$ ; \*\*\*  $p < 0.0001$ ). Exact  $p$  value is  
30 indicated in Supplementary Data 1.

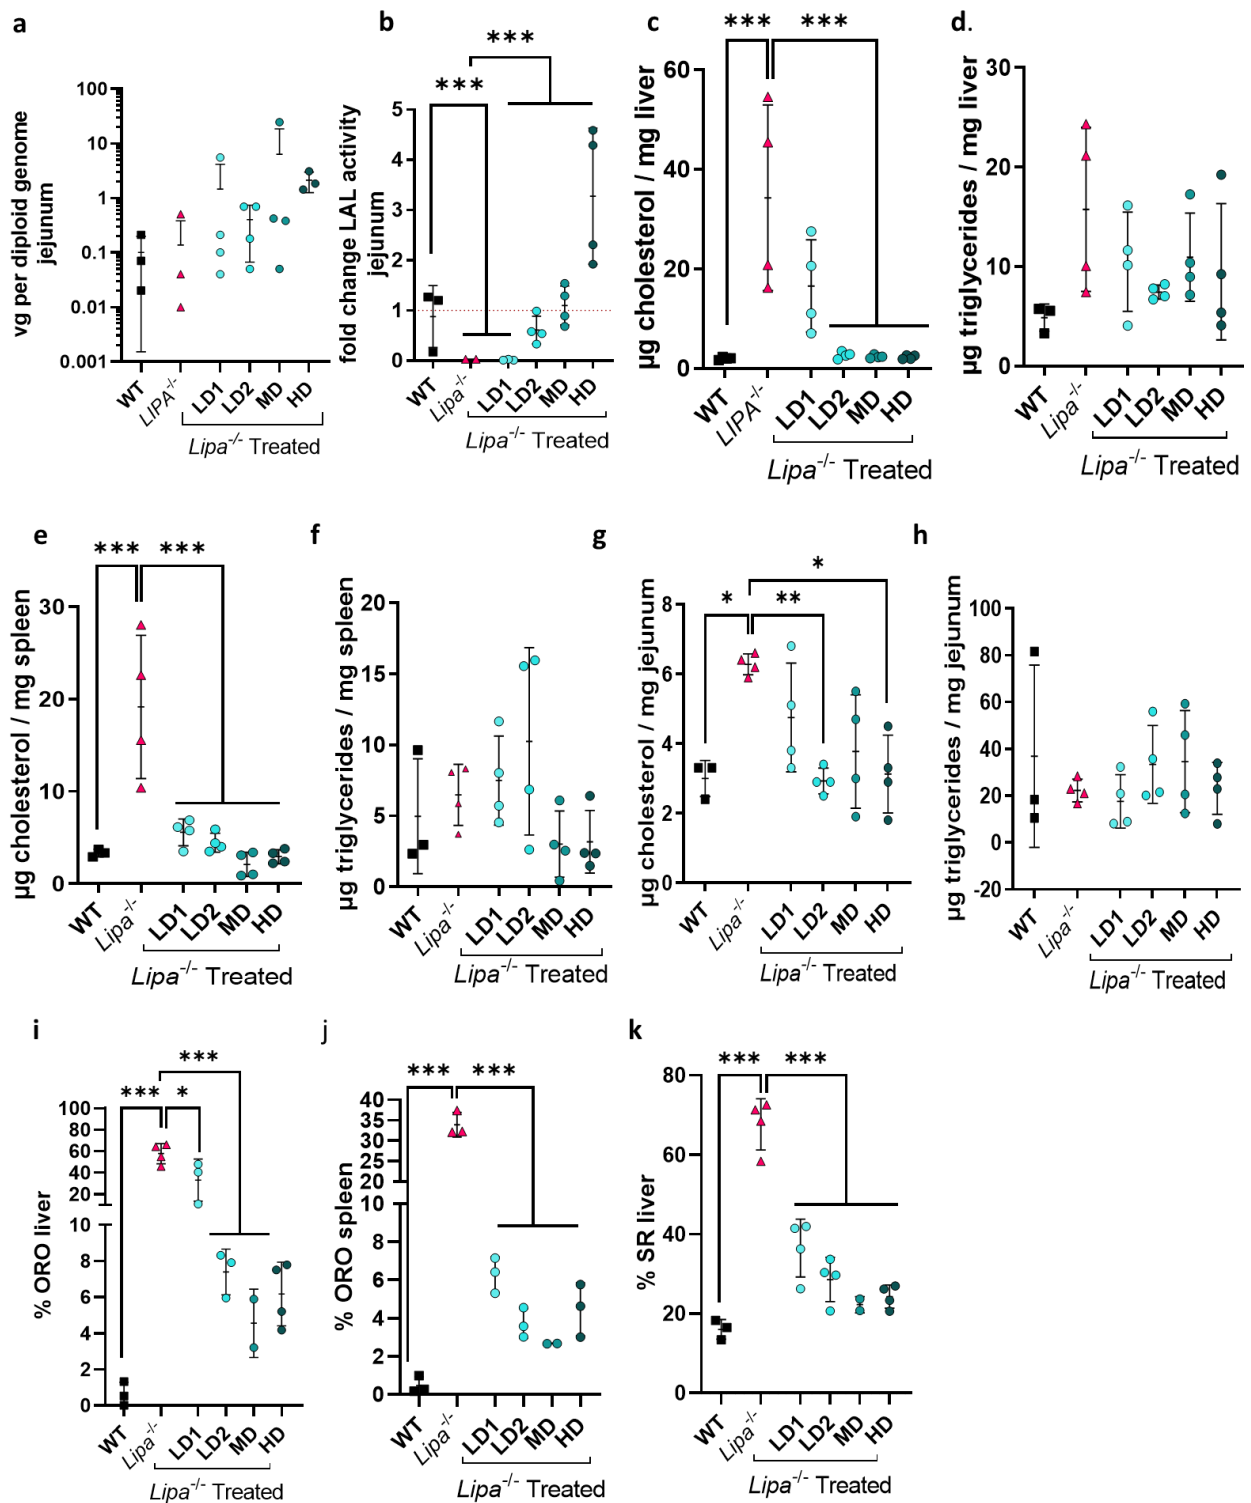

31

32 **Supplementary Fig. 3. Quantification of cholesterol and triglycerides in liver, spleen, and**

33 **jejunum 12-weeks post-injection. a** Vector copy number of rAAV8 in jejunum (n=3-4). **b** Fold

34 **change of LAL activity over WT mice in jejunum (n=3-4). Red dotted line indicates WT**

35 threshold. **c-d** Quantification of (**c**) cholesterol and (**d**) triglycerides per mg of liver (n=3-4). **e-**  
36 **f** Quantification of (**e**) cholesterol and (**f**) triglycerides per mg of spleen (n=3-4). **g-h**  
37 Quantification of (**g**) cholesterol and (**h**) triglycerides per mg of jejunum in function of the doses  
38 (n=3-4). **i-j** % of ORO-stained sections of (**i**) liver and (**j**) spleen (n=2-5). **k** % of SR-stained  
39 sections of liver (n=3-4). Bars indicate mean  $\pm$  SD and statistical significance was calculated  
40 using two-way ANOVA with Tukey's test (\* $p < 0.033$ ; \*\* $p < 0.002$ ; \*\*\*  $p < 0.0001$ ). Exact  $p$  value  
41 is indicated in Supplementary Data 1.

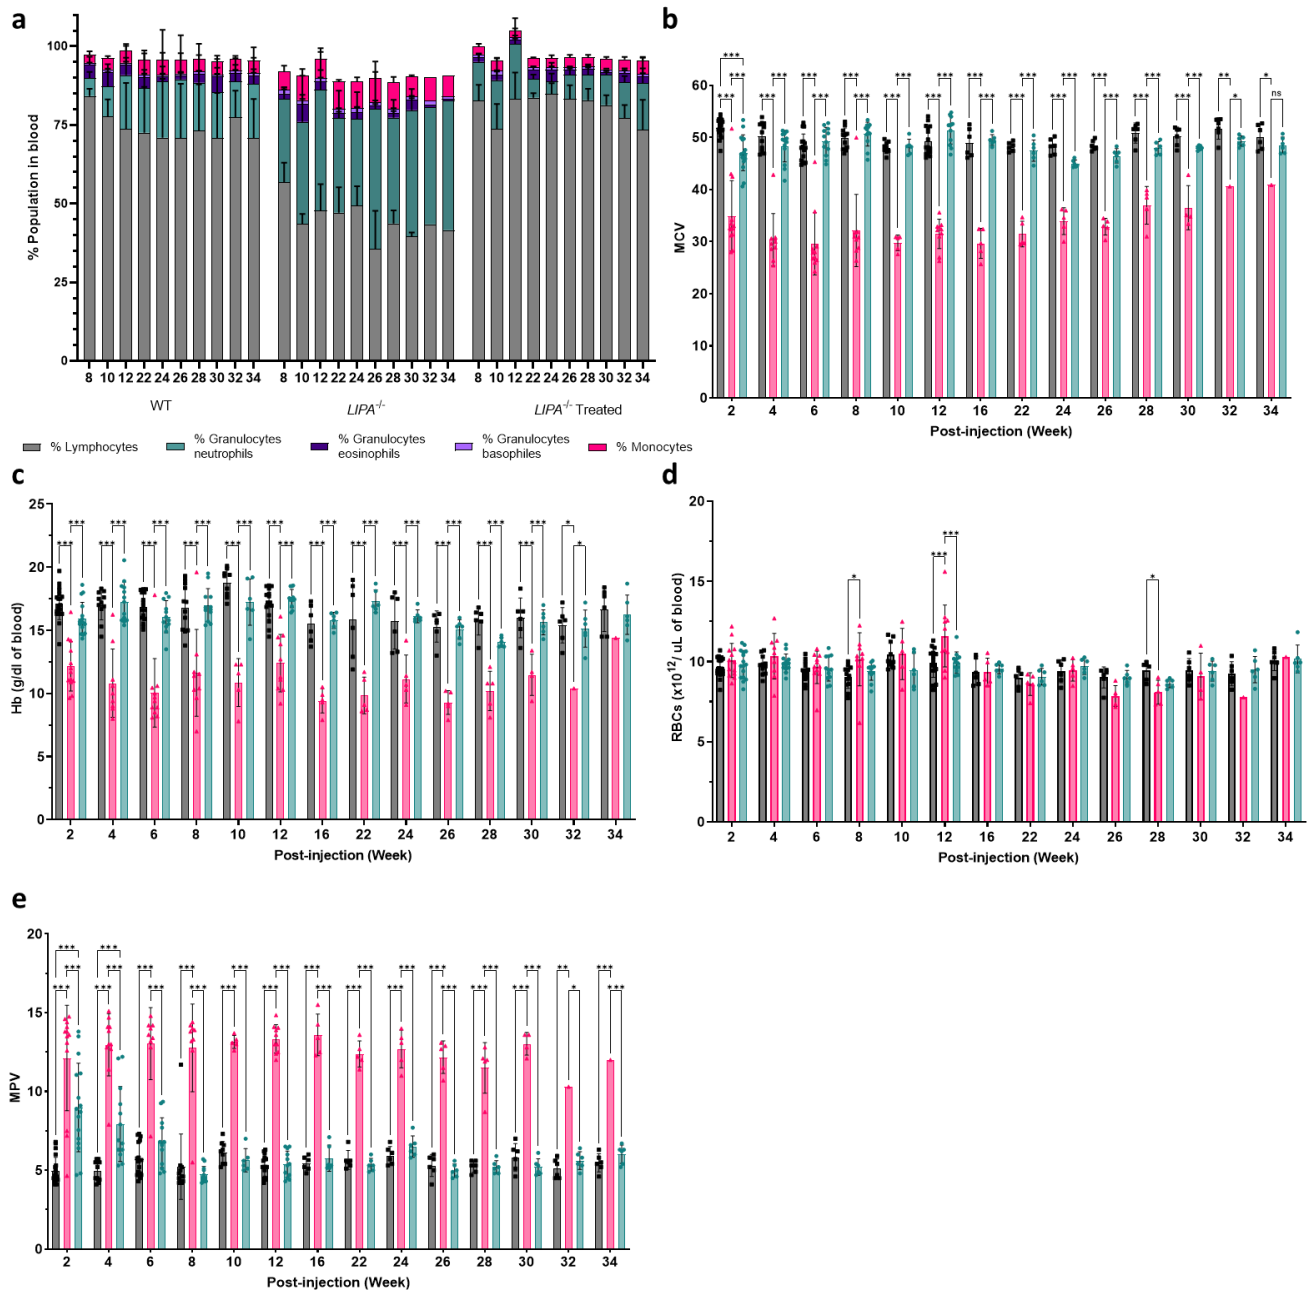

**Supplementary Fig. 4. Long-term blood analysis of rAAV8.hAAT.LIPA treated *Lipa*<sup>-/-</sup> mice.** **a** Blood cells composition measured at the indicated time-points (weeks). **b** Analysis of mean platelet volume (MCV) in WT, *Lipa*<sup>-/-</sup> and rAAV8-treated *Lipa*<sup>-/-</sup> mice measured at the indicated time-points (weeks). **c-e** Analysis of red blood cells: **(c)** hemoglobin (Hb) content, **(d)** RBC count and **(e)** mean corpuscular volume (MCV), measured at the indicated time-points. Bars indicate mean  $\pm$  SD (n=1-20) and statistical significance was calculated using two-way

- 49 ANOVA with Tukey's test (\* $p < 0.033$ ; \*\* $p < 0.002$ ; \*\*\*  $p < 0.0001$ ). Exact  $p$  value is indicated in
- 50 Supplementary Data 1.

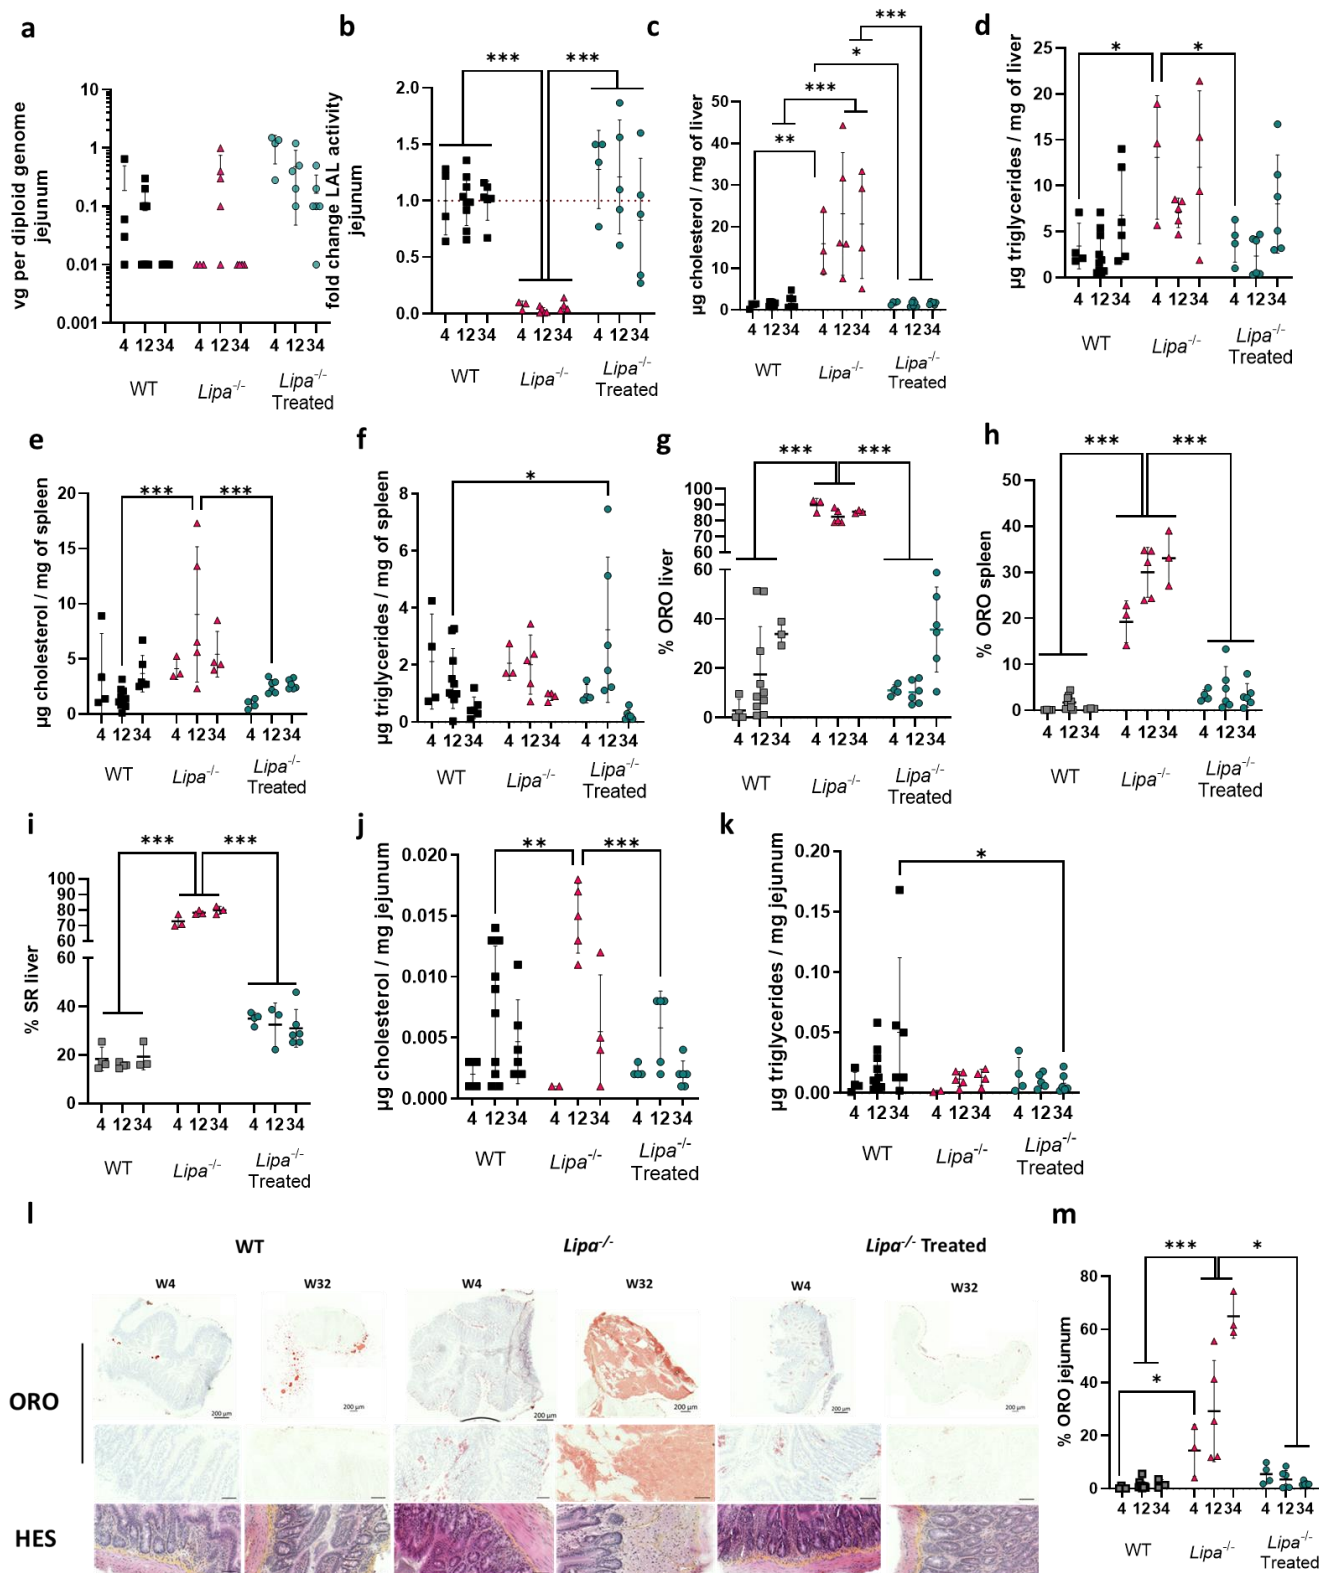

**Supplementary Fig. 5. Quantification of cholesterol and triglycerides per mg of liver, spleen, and jejunum overtime.** **a** rAAV copy number in jejunum at the indicated time-points (weeks) (n=3-9). **b** Fold change of LAL activity over WT mice at the indicated time-points (weeks) (n=3-9). Red dotted

55 line indicates WT threshold. **c-d** Quantification of **(c)** cholesterol and **(d)** triglycerides per mg of liver  
56 at the indicated time-points (weeks) (n=3-6). **e-f** Quantification of **(e)** cholesterol and **(f)** triglycerides  
57 per mg of spleen at the indicated time-points (weeks) (n=3-6). **g-h** % of ORO-stained sections of **(g)**  
58 liver and **(h)** spleen (n=3-9). **i** % of SR-stained sections of liver (n=2-4). **j-k** Quantification of **(j)**  
59 cholesterol and **(k)** triglycerides per mg of jejunum at the indicated time-points (weeks) (n=3-10). **l**  
60 Histological sections of jejunum at 4 and 34-weeks post-injection stained with ORO and HES (scale  
61 bar: 50µm). **m** % of ORO-stained tissues in jejunum (n=3-10). Bars indicate mean ± SD and statistical  
62 significance was calculated using two-way ANOVA with Tukey's test (\*p<0.033; \*\*p<0.002; \*\*\*  
63 p<0.0001). Exact *p* value is indicated in Supplementary Data 1.

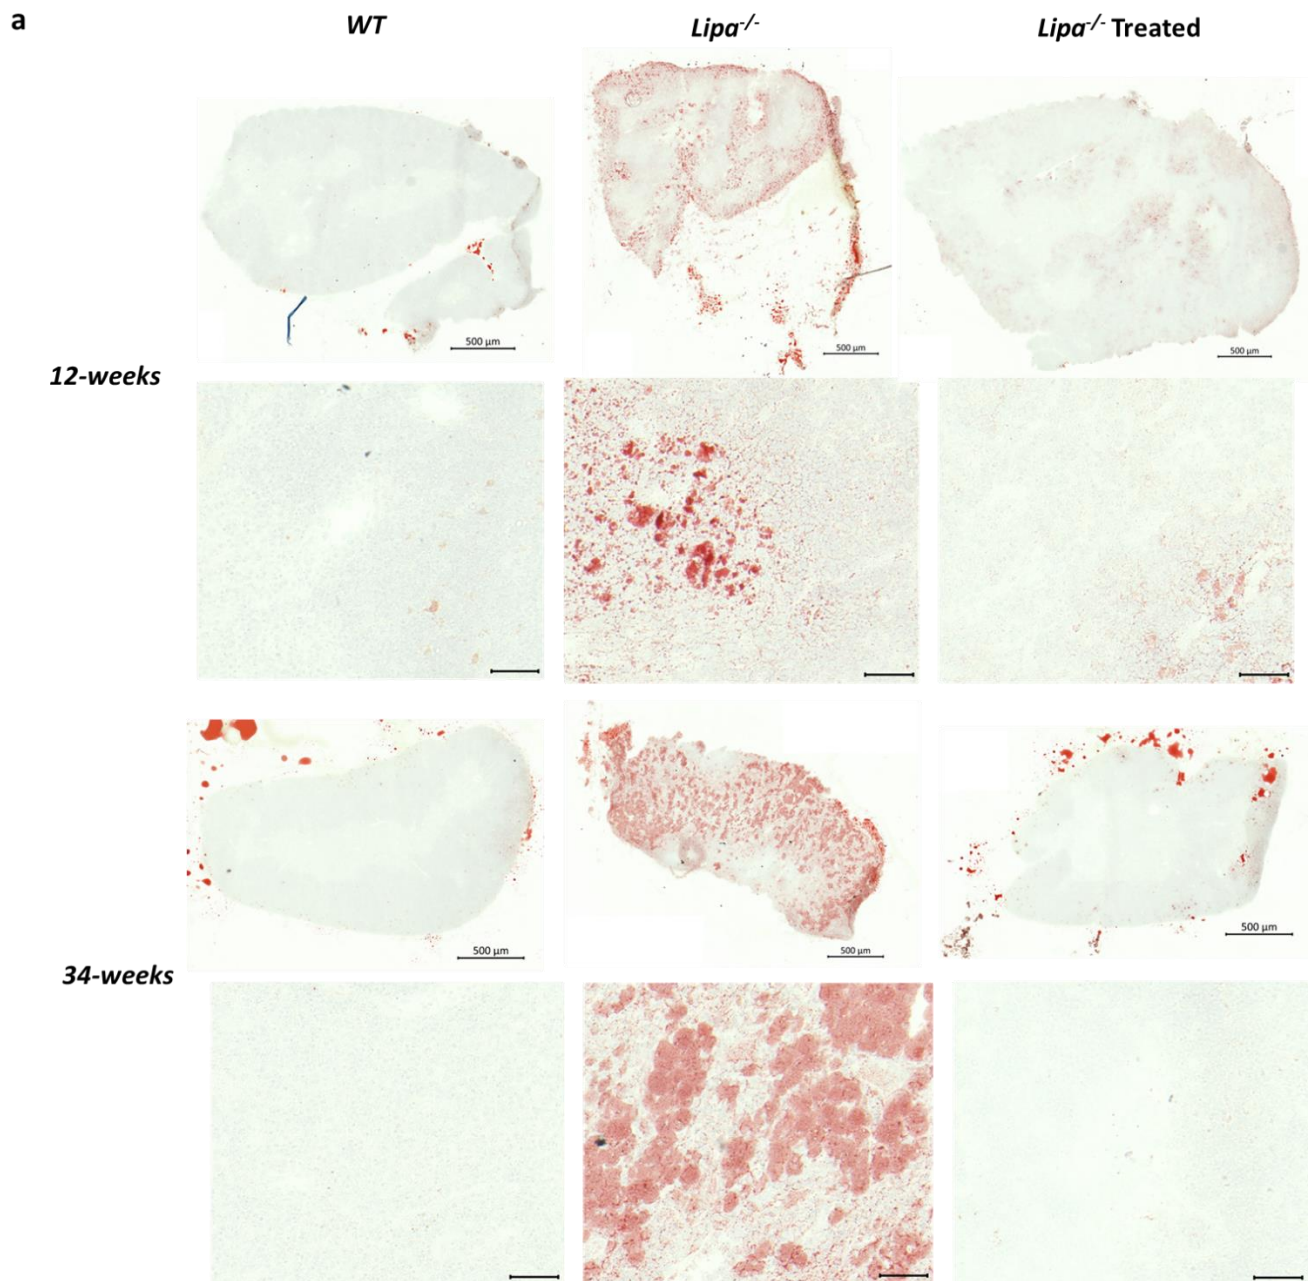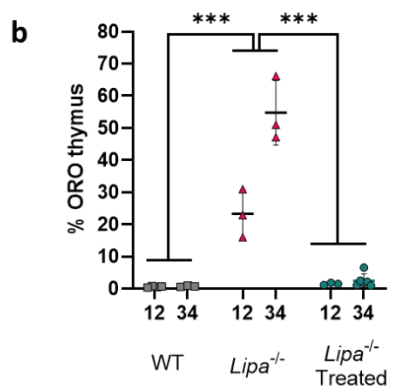

65 **Supplementary Fig. 6. Lipid deposits in thymus. a** Histological section of thymus stained  
66 with ORO at 12- and 34-weeks post-injection (scale bar: 50 $\mu$ m). **b** % of ORO-stained sections  
67 in the thymus. Bars indicate mean  $\pm$  SD (n=3-6) and statistical significance was calculated using  
68 one-way ANOVA with Tukey's test (\* $p$ <0.033; \*\* $p$ <0.002; \*\*\*  $p$ <0.0001). Exact  $p$  value is  
69 indicated in Supplementary Data 1.

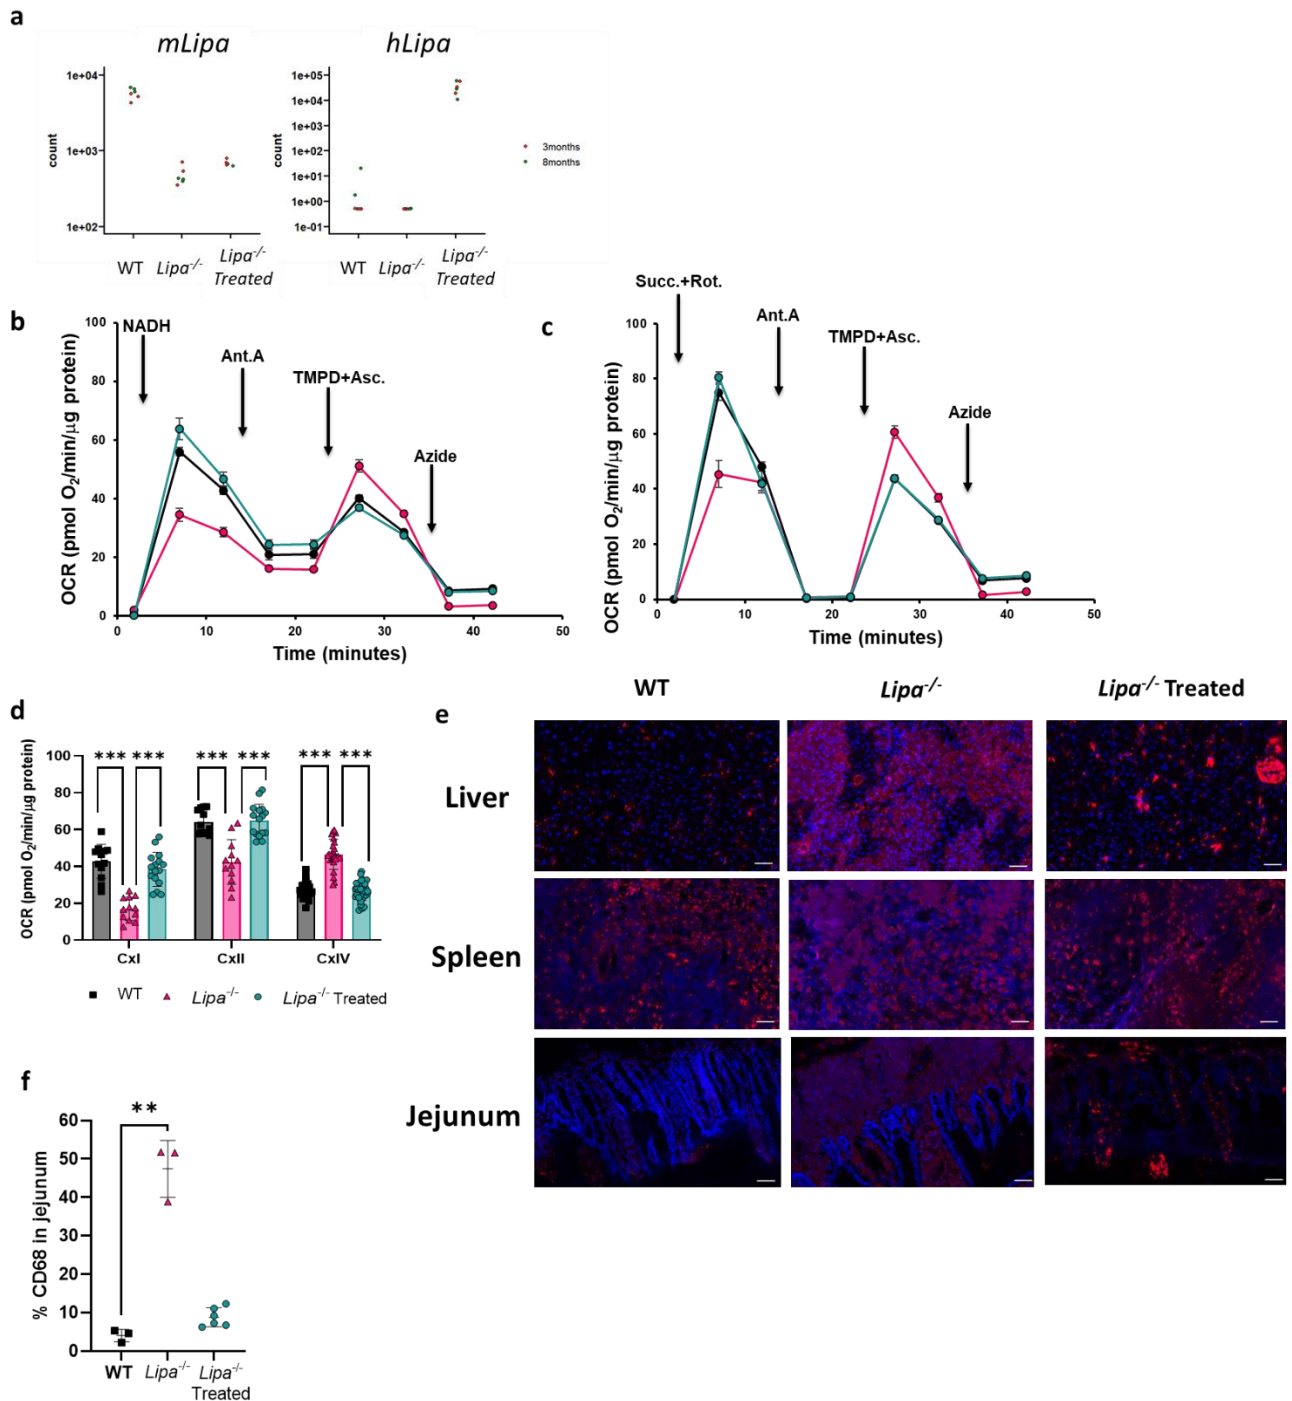

70

71 **Supplementary Fig. 7. 

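Reads were assigned to murine Lipa and to hLIPA separately in the deposited count table. At 34-weeks, Lipa had 5220 to 8307 reads per mouse in WT mice, 510 to 576 in Lipa−/− mice and 571 to 780 in rAAV8-treated Lipa−/− mice. After normalization these were 305 ± 20.1, 18.9 ± 0.773 and 30.2 ± 1.05 CPM (SD, n = 3 each), so that Lipa−/− mice had 6.21% and treated mice 9.91% of the expression in WT mice. The log2 fold change of Lipa between Lipa−/− and WT mice was -4.01 (standard error 0.23, edgeR adjusted p = 1.23e-08), and deposited TPM values moved it most, to -3.21. The CPM values of all 3 treated mice lay above those of all 3 Lipa−/− mice, with a log2 fold change of 0.67 (standard error 0.21, edgeR adjusted p = 0.0161) that is under the threshold on the fold change. With the deposited TPM values it was 0.12 (adjusted p = 0.691 from limma), and with DESeq2 0.65 (adjusted p = 0.009), which are the highest and the lowest adjusted p of its alternatives. The transgene hLIPA had 13440 to 50262 reads per treated mouse and none in Lipa−/− mice, which puts it at least 13200-fold higher in treated mice. Another entry of the table, Lipa.delta4, which the paper's text does not describe, had 0 to 8 reads in WT mice and none in the other mice of 34-weeks.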

*LIPA* expressed upon rAAV8 administration corrects**  
 72 **mitochondrial impairment in liver and immune infiltration.** **a** Read count of murine (m)  
 73 and human (h) *LIPA* mRNA at 34-weeks post-injection. **b-c** Representative traces of the oxygen  
 74 consumption rates (OCRs) in liver of WT, *Lipa*<sup>-/-</sup> and rAAV8-treated *Lipa*<sup>-/-</sup> at 12-weeks post-  
 75 treatment. Where indicated, the following compounds were injected into the assay micro-

76 chambers: NADH, Rotenone+Antimycin A (Rot+Ant A), Succinate+Rotenone (Succ+Rot),  
77 Antimycin A (AntA), Asc/TMPD (ascorbate+ TMPD), Azide. **d** Metabolic parameters inferred  
78 from the OCR assays and corrected for residual activity in the presence of the respiratory chain  
79 inhibitors for mitochondria isolated from mouse at 12- weeks post injection. Bars indicate mean  
80  $\pm$  SD (n = 3-4 with 3 or 4 biological replicates for each group) and statistical significance was  
81 calculated using two-way ANOVA with Bonferroni post-hoc analysis (\* $p$ <0.033; \*\* $p$ <0.002;  
82 \*\*\*  $p$ <0.0002). **e** Histological sections of liver (top panel), spleen (middle panel) and jejunum  
83 (bottom panel) at 34-week post-injection labelled with DAPI (blue) and murine CD68 (red)  
84 (scale: 50  $\mu$ m). **f** % of mCD68-stained sections in the jejunum. Bars indicate mean  $\pm$  SD (n=3-  
85 6) and statistical significance was calculated using one-way ANOVA with Kruskal-Wallis Test  
86 (\* $p$ <0.033; \*\* $p$ <0.002; \*\*\*  $p$ <0.0002). Exact  $p$  value is indicated in Supplementary Data 1.

# Supplementary material for: Rescue of lysosomal acid lipase deficiency in mice by rAAV8 liver gene transfer
**Source:** Commun Med (Lond). 2025 Apr 11;5:110. doi: 10.1038/s43856-025-00816-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary File

Description of additional supplementary file

File name: Supplementary Data 1

Description: source data behind graph

# Supplementary material for: Rescue of lysosomal acid lipase deficiency in mice by rAAV8 liver gene transfer
**Source:** Commun Med (Lond). 2025 Apr 11;5:110. doi: 10.1038/s43856-025-00816-8
**Supplement:** Supplementary file 4 — reporting-summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Illumina, Light Cyclor480, SPARK TECAN Reader, Odyssey imager, EnSpire software, Melet Schloessing blood device, FUJI DRI-CHEM NX500 - Sysmex, Axioscan Z1 slide scanner, the KingFisher™ Flex Purification System, XF96 extracellular flux analyser |
| Data analysis   | R software, GraphPad Prism version 9.00, Microsoft Excel, Magellan Software, Zen Lite software, Qupath 0.4.3                                                                                                                                         |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that data supporting the findings of this study are available within the paper and its supplementary information files or from the corresponding author on reasonable request.  
The RNA-seq data, both raw and processed ones are available on the GEO data set : GSE252742.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We included 3 to 4 mice in the study to ensure statistically significant results.                                                                |
| Data exclusions | We excluded mice that did not have been properly injected.                                                                                       |
| Replication     | Experimental and biological replicates were performed for every experiment. Every measurement was performed in duplicate (technical replicates). |
| Randomization   | Mice were randomly assigned to different treatment groups.                                                                                       |
| Blinding        | Microscopy images were taken by blinded observers. Image quantification was performed by publicly available macros and softwares.                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-lysosomal acid lipase antibody (ref : ab154356); Anti- $\alpha$ -actinin antibody (ref : sc-17829); anti-CD68 antibody (ref : MCA1957GA).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Validation      | For Anti-lysosomal acid lipase antibody : Rabbit Polyclonal Lysosomal acid lipase/LAL antibody. Suitable for WB and reacts with Mouse, Human samples. Cited in 3 publications. $\alpha$ -actinin Antibody (H-2) is a mouse monoclonal IgG1 $\kappa$ $\alpha$ -actinin antibody, cited in 183 publications, provided at 200 $\mu$ g/ml. $\alpha$ -actinin Antibody (H-2) is recommended for detection of $\alpha$ -actinin isoforms of mouse, rat and human origin by WB, IP, IF, IHC(P) and ELISA. Cd68 is a rat monoclonal purified IgG clone FA-11 that recognized murine homolog of human CD68 and can be used in flow cytometry and immunofluorescence. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Heterozygous Lipatm1a(EUCOMM)Hmgu/Biat mice were crossed with heterozygous mice expressing the Cre recombinase under the control of the CMV promotor to delete exon 4 of the mouse Lipa gene (11) (Fig. S.1.A). Homozygous mice were then backcrossed on the C57/BL6N background for >8 generations. |
| Wild animals            | Wild animals were obtained from heterozygous breeding of Lipatm1a(EUCOMM)Hmgu/Biat mice.                                                                                                                                                                                                             |
| Reporting on sex        | To minimize the influence of sex on rAAV transduction (Davidoff et al., 2003) and immune reactions (Piechnik et al., 2022), male Lipa <sup>-/-</sup> mice were chosen for the study.                                                                                                                 |
| Field-collected samples | Mice were maintained in a specific pathogen-free (SPF) environment with a regular light-dark (12 h/12 h) cycle and ad libitum access to food (standard chow) and water.                                                                                                                              |
| Ethics oversight        | This study was approved by the ethical committee CEEA-51 and conducted according to French and European legislation on animal experimentation (APAFIS #33620-2021101416506495).                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

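Gene expression was taken from the deposited RNA-seq tables of 18 livers, 3 each from WT, Lipa−/− and rAAV8-treated Lipa−/− mice at 12- and 34-weeks post-injection. Each mouse was assigned to its group by its label, and the time points follow the paper. The estimated counts were made by the authors, who assigned the reads to mouse transcripts with Salmon and summed them to genes with tximport, and the deposited values are not scaled for library size or gene length. The TPM values were computed by the authors with Salmon within each mouse, and the gene lengths, in bases, come from the same step. The authors' deposited table of comparisons holds log2 fold changes that the authors computed with DESeq2 between pairs of groups. Its p values were adjusted by the authors with the Benjamini-Hochberg method within each comparison.

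From these tables, the following was computed in R 4.3.3. Counts were rounded, and edgeR 4.0.16 gave TMM factors, dispersions and a quasi-likelihood fit with 6 group means. The 11 comparisons were 6 within a time point, 3 between the time points of one kind of mouse and 2 interactions, which test whether the difference from WT mice itself changed between the time points. Gene sets, 53 in number with 18 metabolic and mitochondrial and 13 immune sets, were tested with camera and fry in limma 3.58.1 and with fgsea 1.28.0 (seed 11). Values per group are means of 3 mice with the SD between mice. With 3 mice against 3, an exact permutation test cannot give a p below 0.1, so p values for single genes rest on the edgeR model. A trend of the log counts with gene length and GC content was removed through offsets in a separate fit, for which 98.4% of the tested genes had both values. Positions of genes were taken from an annotation of GRCm39, the build named in the paper's methods.

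The groups, comparisons, thresholds, gene sets and most alternatives were chosen before the data were examined. So was the rule for naming genes. It takes each gene labelled in Fig. 7b, murine Lipa, hLIPA and Cd68, and for each comparison within a time point the 3 called genes with the largest log2 fold change in each direction, among genes with a mean of at least 1 CPM and no overlap between the groups. Genes outside this rule are marked where they are named, and 1 gene that the rule takes is not reported here.

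The alternatives were DESeq2 1.42.0 with offsets for gene length, edgeR with the same offsets, scaling by the upper quartile or by total counts, no filter, edgeR's filterByExpr, a fit of only the 2 groups compared, the mouse number as a block, an adjusted p alone or under 0.01, other tests of gene sets, and each of the 18 mice left out in turn. The PCA was repeated with DESeq2's variance stabilization, a prior count of 0.5, TPM values, filterByExpr and the 500 most variable genes. After seeing the data, DESeq2 fits of single pairs of groups with at least 10 reads per gene were added, together with fry and the estimated inter-gene correlation for the interactions.

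The methods were tested on simulated data with 200 changed genes. Of 100 genes changed 4-fold, edgeR recovered 97% with 5 false calls among 13126 genes, and DESeq2 recovered 95% with 18 false calls among 13146 genes. Of all 200 changed genes, edgeR recovered 65% and DESeq2 64.5% by adjusted p alone. Between groups without any change, edgeR called 0 genes and DESeq2 called 1. A simulated trend with gene length made 284 calls among 13132 genes, and 0 after its removal. Both camera and fry found a set shifted by 1.5-fold and called 0 of the other sets. The simulated genes were drawn independently, so this does not test for false calls of sets that come from correlation between genes. Protein, enzyme activity, lipid and histology data of the paper were not analysed here, nor were the ontology terms of its enrichment tests.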

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

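The splits of the mice applied to counts of genes were planned, and all other tests in this part were chosen only after the result was seen.

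The first result singled out by a difference between groups is the change of Lipa−/− mice against WT mice, which was compared between 34- and 12-weeks by an interaction. It differed in 9 genes, 3 with a higher and 6 with a lower fold change at 34-weeks (1378 genes at an unadjusted p under 0.05). Of the genes named by the rule, Selenbp2 differed by 5.22 on the log2 scale (edgeR adjusted p = 0.00459), Slc22a29 by -5.28 (0.00825), Slc22a27 by -5.12 (0.00161) and Ces1f by -2.88 (0.036). The other 5 were named after their values were seen: Mmd2 (-4.93), Myc (3.29), Cyp3a59 (-3.17), Fgfr1 (2.35) and Cyp3a25 (-2.21). Selenbp2, Ces1f and the Slc22a and Cyp3a genes have close paralogs, so their read counts are uncertain. Of the 12 fits that each left out 1 mouse, 12 called Selenbp2 and Slc22a27, 11 called Slc22a29, 10 called Cyp3a25, 4 called Ces1f and Cyp3a59, 3 called Fgfr1 and Mmd2, and 2 called Myc. The count was 2 without Lipa−/− mouse 5 of 34-weeks, with Selenbp2 and Slc22a27 left, and 67 without Lipa−/− mouse 6. Selenbp2, both Slc22a genes, Cyp3a59 and Myc were also called between WT mice of the 2 time points, Ces1f and Cyp3a25 between Lipa−/− mice, and Fgfr1 and Mmd2 in neither comparison.

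After the trend with gene length and GC content was removed, 27 genes were called (5 higher and 22 lower), among them all 9 in the same direction, which argues against this trend as the whole cause. Of 60 splits that reassigned the time points within each genotype, 3 gave as many genes, the real one included. All 3 kept the Lipa−/− mice of each time point together, and so kept any change of these mice over time. The splits therefore do not test for a grouping of mice by accident, which stays open. Lipa−/− mouse 5 of 12-weeks carries another study code than the other mice of its time. Without it, each time point compares mice of 1 code, and a batch that acts alike on Lipa−/− and WT mice drops out of the interaction. Of the 9 genes, 5 were still called in the same direction (Selenbp2, Slc22a27, Slc22a29, Cyp3a25 and Cyp3a59), which argues against such a batch for these. The other 4 were not called, with fewer mice in the fit (edgeR adjusted p from 0.0685 to 0.0784). Without this mouse their differences were -2.59 for Ces1f, 2.42 for Fgfr1, -4.80 for Mmd2 and 3.37 for Myc. With it they were -2.88, 2.35, -4.93 and 3.29. A difference made by such a batch would have dropped out, so these sizes argue against it as the whole cause for the 4 genes. The age of the mice and the time since injection were not tested separately.

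Gene sets also singled out this interaction, with 20 of 31 metabolic, mitochondrial and immune sets called by camera, 16 metabolic and mitochondrial and 4 immune, all 20 lower at 34-weeks relative to 12-weeks. The test fry called 9 of the 31 sets and camera with an estimated inter-gene correlation called 0 (7 at an unadjusted p under 0.05). As many sets were called in 21 of the 60 splits, of which 15 did not keep the Lipa−/− mice of each time point together. The number of sets therefore does not separate the time points from an accidental grouping.

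In rAAV8-treated Lipa−/− mice, the change against WT mice differed between the time points in 2675 genes (1247 with a higher and 1428 with a lower fold change at 34-weeks). Of these, 2370 were also called between treated mice of 12- and 34-weeks, 30 between WT mice, 1 in both of these comparisons and 276 in neither. The count fell to 1 gene, Fam177a, without treated mouse 9 of 34-weeks and to 3 genes, Cadm4, Selenbp2 and Slc22a27, without WT mouse 3 of 12-weeks, and it rose to 3454 without treated mouse 12 of 34-weeks. Cadm4 was named after its values were seen. A difference in library size is argued against by the 2697 genes called after every library was thinned to the smallest total, 2515 of them shared. Abundant genes are argued against by the 2633 genes called without them, 2463 of them shared. Removal of the trend with gene length and GC content left 1617 genes, 1219 of them shared, so part of the pattern may come from this trend. As many genes were called in 6 of the 60 splits. All 6 kept the treated mice of each time point together and so kept their change over time, and an accidental grouping is not tested by them. The treated and WT mice of each time point carry 1 study code, which argues against a batch marked by the code that acts alike on both. The age of the mice and the time since injection were not tested separately.

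Several genes named by the rule were among the 2675. Gpnmb was not one of them (edgeR adjusted p = 0.257). Where the change was smaller at 34-weeks, the differences on the log2 scale were -1.09 for Lpl, -2.22 for Mmp12, -2.32 for Cd63, -2.41 for Lgals3, -2.63 for Trem2 and -3.79 for Saa3 (edgeR adjusted p from 0.0168 to 0.0452). They were 1.74 for Slc35a4, 4.59 for the pseudogene Gm46223 and 6.52 for Gm5641, which were called lower than in WT mice at 12-weeks and not at 34-weeks. Where the change was larger at 34-weeks, they were 3.53 for Serpina1e, 4.28 for Selenbp2, -3.82 for Slc22a27, -4.21 for Slc22a29 and -7.46 for Cidea (edgeR adjusted p from 0.0166 to 0.0241). These 5 genes were also called between WT mice of the 2 time points. Cyp4a12b, not called between them, differed by 5.01 (edgeR adjusted p = 0.0233), from a called decrease of -2.00 at 12-weeks to 3.01 at 34-weeks, where it was not called (edgeR adjusted p = 0.144). In the remaining genes, Fam177a and Gm5831 (edgeR adjusted p = 0.026 each), Gm16867 and Timp2 (0.0237 each) and Moxd1 (0.0319), a group was at or under the floor, and no size is given. Of the 12 fits that each left out 1 mouse, 4 called Lpl, 5 called Trem2 and Moxd1, 7 called Gm5831 and 8 to 11 called each of the other genes.

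Among the 31 gene sets, camera called 11 for the treated mice, 7 metabolic and mitochondrial sets and 2 immune sets lower and 2 metabolic and mitochondrial sets higher at 34-weeks relative to 12-weeks. As many were called in 26 of the 60 splits, 24 of which did not keep the treated mice of each time point together, so that the number of sets gives no ground to separate the time points from an accidental grouping of the mice.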

How the results depend on the processing

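In this part, DESeq2 on single pairs of groups and the further tests of interaction gene sets were chosen after seeing the data, as tests chosen only after the result was seen.

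Of 620 recomputed values of 56 results (counts of genes and sets, shares, distance ratios, the first principal component, Lipa and hLIPA), 528 kept their direction and stayed on their side of the threshold or within 1.5 times the reported count, and 25 results did so under every alternative. Among these were the numbers of genes between Lipa−/− and WT mice (3388 to 5694 at 12-weeks and 4417 to 6867 at 34-weeks), and between treated and untreated Lipa−/− mice (4877 to 7887 and 3734 to 5968). The difference on the first component, 107 to 198, was another. For the named genes, 656 of 680 values kept their call, 21 lost it, 16 of these with 1 mouse left out, and 3 gained it. The 1 reversed result was Lipa between treated and untreated Lipa−/− mice at 12-weeks, at -0.59 with TPM values against 0.44. The cause was not tested.

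With DESeq2 and gene-length offsets, the count between treated and WT mice at 34-weeks was 88 in place of 32, with all 32 among them. Between the time points it was 184 in place of 47 for WT mice and 393 in place of 72 for Lipa−/− mice, and the interaction of Lipa−/− mice gave 171 in place of 9. The share of Lipa−/− changes still called in treated mice at 34-weeks was 1.24% in place of 0.493%. DESeq2 on the pair alone gave 76. When only 2 groups were fitted, which leaves fewer mice to estimate the spread, the counts were 7 for treated against WT mice at 34-weeks, 9 for WT mice over time and 0 for Lipa−/− mice over time (2959 at an unadjusted p under 0.05). In this fit, Gpnmb, Trem2, Serpina1e and Cidea lost their calls in treated mice at 34-weeks, and Moxd1 gained one. Without a filter, WT mice over time had 86 genes and the interaction of Lipa−/− mice 33. Offsets for gene length left 4 genes in that interaction (Cyp3a25, Myc, Selenbp2 and Slc22a27), and an adjusted p under 0.01 left 4 as well (the same except Slc22a29 in place of Myc). Cyp3a25 and Myc were named after their values were seen. That threshold gave 1800 and 10 genes for treated against WT mice at 12- and 34-weeks, 10 for WT mice and 13 for Lipa−/− mice over time and 0 for the interaction of treated mice (5516 at an unadjusted p under 0.05). Except for the smaller fits and the stricter threshold, the cause was not tested.

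Scaling by total counts gave 22 genes for Lipa−/− mice over time. It moved the median log2 fold change of all genes by -0.40 for treated against WT mice at 12-weeks, and by -0.87 and -0.54 for treated against untreated Lipa−/− mice at 12- and 34-weeks. Over time the shift was 0.15 for WT, 0.31 for Lipa−/− and 0.64 for treated mice, and 0.16 and 0.48 for the interactions of Lipa−/− and treated mice. The share of higher genes became 24.4% in place of 53.1%, 8.92% in place of 39.0% and 18.5% in place of 40.8% in the within-time comparisons. For treated mice over time it became 87.8% in place of 54.7%, and for their interaction 81.3% in place of 46.6%. For treated against WT mice at 34-weeks, the share was 70.8% by total counts or with length offsets and 70.5% with DESeq2, in place of 59.4%. For Lipa−/− mice over time it was 18.2% by total counts, 25% by the upper quartile and 40.7% with DESeq2, in place of 6.94%. For the interaction of Lipa−/− mice it was 50% with length offsets and 44.4% by the upper quartile in place of 33.3%, and with DESeq2 30 of the 171 genes were higher. The upper quartile moved the medians of all genes by at most 0.18. Under total counts, medians of Lipa−/− against WT mice changed sign at 12-weeks for cholesterol biosynthesis, complexes I and IV and mitochondrial ribosomal proteins, and at 34-weeks for interferon response. The planned scaling by ERCC spike-ins was not run, since the count table lists 0 of them.

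Camera with an estimated inter-gene correlation called 1 (12-weeks) and 4 (34-weeks) metabolic and mitochondrial sets lower in Lipa−/− mice, 4 higher in treated than in untreated Lipa−/− mice at 34-weeks, 3 lower in Lipa−/− mice over time and 0 in every other changed count. At an unadjusted p under 0.05, it gave 5 and 2 immune sets higher in Lipa−/− mice. For treated against WT mice it gave 0 lower and 0 higher metabolic and mitochondrial sets and 1 higher immune set at 12-weeks, and 1, 0 and 4 at 34-weeks. For treated against untreated Lipa−/− mice it gave 5 higher metabolic and mitochondrial sets at 12-weeks and 1 lower immune set at each time. With fry, treated against WT mice at 34-weeks had 1 metabolic and mitochondrial set lower, 0 higher (0 unadjusted) and 1 immune set higher, the T cell genes. Treated against untreated Lipa−/− mice had 8 immune sets lower at 12-weeks, and the interactions of Lipa−/− and treated mice had 9 and 0 sets (11 unadjusted). Both interactions had 0 under the estimated correlation (7 and 0 unadjusted). Why the tests differ was not examined, and the cause was not tested. With the 500 most variable genes, the distance ratios were 3.66 and 3.69 for Lipa−/− and WT mice and 1.20 for treated and WT mice at 34-weeks.

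With 1 mouse left out in turn, treated against WT mice gave 1633 (without WT mouse 3) to 4214 genes (without treated mouse 12) at 12-weeks and 6 (without WT mouse 3) to 31 (without WT mouse 1) at 34-weeks. WT mice over time gave 7 (without mouse 2 of 34-weeks) to 102 (without mouse 1 of 34-weeks), and Lipa−/− mice 0 (without mouse 4 of 34-weeks, 1046 unadjusted) to 264 (without mouse 6 of 34-weeks). The interaction of Lipa−/− mice gave 2 (without Lipa−/− mouse 5 of 34-weeks) to 67 (without Lipa−/− mouse 6), and that of treated mice 1 (without treated mouse 9 of 34-weeks) to 3454 (without treated mouse 12). The share of Lipa−/− changes still called in treated mice was 14.2% (without WT mouse 3) to 28.5% (without WT mouse 2) at 12-weeks and 0.0788% (without WT mouse 3) to 0.511% (without WT mouse 1) at 34-weeks. At 34-weeks, camera called 7 (without treated mouse 9) to 12 (without treated mouse 11) metabolic and mitochondrial sets lower, 0 (without WT mouse 1) to 2 (without WT mouse 3) higher and 4 (without treated mouse 12) to 12 immune sets higher in treated than in WT mice. Against untreated Lipa−/− mice, 0 (without treated mouse 12) to 1 immune set was higher. The distance ratio of WT mice over time was 1.03 (without mouse 1 of 12-weeks) to 1.25 (without mouse 1 of 34-weeks).

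The mouse number as a replicate block left 1 gene for WT mice over time, the pseudogene Serpina4-ps1 (named after its values were seen), and 1704 in place of 4648 for treated mice over time. Same-numbered WT mice of the 2 time points deviated from their group means with correlations of 0.0763, -0.24 and 0.46. The values were -0.077 and -0.253 for treated mice and 0.212 for Lipa−/− mice of number 5. These correlations have both signs, so they give no ground to treat the mice as paired by number.

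Depth limits what can be said about weak genes. Genes with 100 reads or fewer over all mice were not tested, and fold changes against groups without reads are lower bounds. With 3 mice per group, no exact permutation p between 2 groups can fall below 0.1.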

Differences from the paper's values

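The paper's 76 differentially expressed genes between rAAV8-treated Lipa−/− and WT mice at 34-weeks compare with 32 genes here. Of the alternatives set before the data were examined, DESeq2 with gene-length offsets, at 88 genes, came within 1.5 times the paper's value. The others did not: length offsets in edgeR and scaling by total counts gave 24 genes each, the upper quartile 27, no filter 47, edgeR's filterByExpr and an adjusted p alone 32 each, an adjusted p under 0.01 10, a fit of the 2 groups alone 7, and the fits without 1 mouse 6 to 31. A DESeq2 fit of the 2 groups alone with at least 10 reads per gene, chosen after seeing the values, gave the paper's 76 genes. In the authors' deposited table, 76 genes pass the same thresholds, 39 higher and 37 lower, and 27 of them were called here in the same direction.

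Fig. 7b labels Cyp4a12b and Moxd1 as changed in treated mice at 34-weeks. Neither was called here, and both were called with DESeq2 and gene-length offsets. The paper describes metabolic genes as normalized at both time points and immune genes as normalized at 34-weeks in treated mice. That statement rests on GSEA of ontology terms, so both the test and the gene sets differ from those used here. Here, camera called 10 of 13 immune sets higher in treated than in WT mice at 12-weeks and 12 at 34-weeks. For all metabolic, mitochondrial and immune sets, 2 of the 10 splits of these mice, the real one included, gave as many at each time. The latter count was 4 without treated mouse 12. Of 18 metabolic and mitochondrial sets, camera called 3 lower and 5 higher at 12-weeks and 11 lower and 1 higher at 34-weeks. With fry, set before the data were examined, 1 immune set was higher at 34-weeks, and 1 metabolic set was lower and 0 higher. In Fig. 7b, the number of genes with higher expression stands over the side of the plot where the genes are lower.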

Other observations

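The splits of the mice applied to counts of genes and the test of haemoglobin genes were planned, and all other tests in this part were chosen only after the result was seen.

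Lipa−/− mouse 4 of 34-weeks had 0 reads of the Y-linked genes Ddx3y and Eif2s3y, 33 of Kdm5d and 18 of Uty, where the lowest counts among the other 17 mice were 961, 633, 138 and 151. These 4 genes are a list written before the data were examined. Its library of 18778628 reads argues against low depth, and its murine Lipa expression of 18.2 CPM argues against a mislabelled WT library. All 5 genes known to escape X inactivation were higher in this mouse than in both other Lipa−/− mice of 34-weeks, while 31.7% of all genes were. A female animal is therefore a candidate explanation, while the paper states that male Lipa−/− mice were chosen. Without this mouse, 4525 genes were called between Lipa−/− and WT mice at 34-weeks.

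In WT mice, 26 male-biased liver genes had a median log2 fold change of -1.28 between 34- and 12-weeks, and 25 female-biased genes of 1.83. The 4 Y-linked genes had a median of -0.06. For female cells to lower the male-biased genes this far, they would need a share of 58.7%, while the Y-linked reads allow 4.23%, which argues against female or mixed libraries. After the trend with gene length and GC content was removed, the median of the male-biased genes was -1.30, which argues against this trend. The time points share 0 study codes, so age and a batch of libraries cannot be told apart.

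Of the 32 genes called between treated and WT mice at 34-weeks, 11 were also called in the same direction against the WT mice of 12-weeks (103 calls in all): Lipa, hLIPA, Gpnmb, Lgals3, Mmp12, Trem2, Ccl3, Cd8a, Clec4d, Myo1f and Scn8a. The last 5 were named after their values were seen. For these, the change of WT livers over time is argued against as the cause. The other 21 were not called against WT mice of 12-weeks. Of the 32 genes, 16 were called between WT mice of the 2 time points, and 8 are in the lists of male- or female-biased genes. The time points differ in study code, so for these 21 genes an effect of treatment and a change of the WT livers cannot be told apart.

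WT mouse 2 of 34-weeks had 23 hLIPA reads, and the other WT mice had 1 at most. Murine reads counted as hLIPA are argued against, since every WT mouse expresses murine Lipa, and so is an exchanged label, since this mouse had 283 CPM of murine Lipa. The 23 reads are 0.0845% of the mean hLIPA count of the treated mice, and a small share of reads from a treated library may be the source. The tables hold nothing that decides this.

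Treated mouse 12 of 34-weeks stood apart from the other 2 treated mice of that time in neutrophil genes, with a median log2 difference of 5.46 over 16 genes, of which 5 are expressed in WT livers. The most abundant of them were S100a9, at 267 CPM against 1.71 and 0.601 CPM, S100a8, at 226 CPM against 0.772 and 0.929 CPM, and Lcn2, at 162 CPM against 16.3 and 5.9 CPM. Its 13440 hLIPA reads argue against an exchanged label, as do 16 genes of lipid-associated macrophages (13 expressed in WT livers), at 0.05. B cell genes (13 genes, 7 expressed in WT livers) differed by 0.04, which argues against spleen in the sample. Genes of spleen and other organs (9 genes, 3 expressed) differed by 0.29, but this list mixes several organs, and another organ is left open. The 4 haemoglobin genes, all 4 expressed in WT livers, differed by 2.55, and 9 erythroid genes (7 expressed) by 2.17. In this mouse Hbb-bs reached 267 CPM. S100a8, S100a9 and Hbb-bs were named after their values were seen, from lists written before the data were examined. The Lipa−/− mice of 34-weeks, at 205 to 456 CPM of Hbb-bs, had less S100a8, 42.5 to 99.7 CPM. Treated mice 11 and 12 of 12-weeks, at 215 and 192 CPM of Hbb-bs, had 17.4 and 2.38 CPM of S100a8. Blood with the usual share of neutrophils is therefore argued against as the whole source, and blood rich in neutrophils may contribute, with the rise of 2.55 in haemoglobin genes leaving this open. Cell cycle genes (30 genes, 18 expressed) differed by 2.13. An infection or other inflammation of this mouse was not tested.

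At 12-weeks, treated mice had higher medians than WT mice in complex I (0.98), complex III (0.92), complex IV (1.14), ATP synthase (0.98), mitochondrial ribosomal proteins (0.87) and the 77 cytosolic ribosomal proteins (1.41). After the trend with gene length and GC content was removed, 0 of the first 5 sets were still called higher by camera, with medians of -0.01, 0.42, 0.10, 0.04 and 0.14. The cytosolic ribosomal proteins were still called (camera adjusted p = 0.0043, median 0.39), which argues against the trend as their whole cause. Within groups, the medians of the cytosolic ribosomal proteins followed those of complex I over the 18 mice (Pearson's r = 0.961, Spearman's rho = 0.938, two-sided permutation p = 0.00045 and 0.00043, adjusted p = 0.00072 over 5 relations). Without the 2 farthest mice, r was 0.922. For mitochondrial ribosomal proteins the values were 0.966 and 0.957 (permutation p = 0.00023 each, adjusted p = 0.00058, 0.938 without 2 mice). For ATP synthase they were 0.946 and 0.936 (permutation p = 0.00076 and 0.00061, adjusted p = 0.00076, 0.896 without 2 mice). The mitochondrially encoded genes went the other way, with -0.588 and -0.771 (permutation p = 0.00058 and 0.0016, adjusted p = 0.00072, -0.574 without 2 mice). The second principal component followed the cytosolic ribosomal proteins with -0.855 and -0.872 (permutation p = 4e-05 each, adjusted p = 2e-04, -0.82 without 2 mice). A trend shared by short transcripts in every library is therefore a candidate explanation for these sets, and an effect of treatment on them remains open.

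Between treated and WT mice at 12-weeks, the same correction changed the number of genes from 3713 to 2616, 1959 of them shared, and the correlation of the fold changes with gene length moved from -0.362 to 0.0091. Thinning the libraries to the smallest total left 3688 genes (3523 shared), and leaving out abundant genes and Mup genes (65 genes) left 3713 (3527 shared). The 2 groups share 1 study code. These values argue against the trend as the whole cause, and against library size, abundant genes and a batch marked by the code. For each of the 9 comparisons of 2 groups, only 1 of the 10 splits of the 6 mice, the real one, gave as many genes, which is the smallest share such a design allows. For metabolic, mitochondrial and immune sets, 1 and 4 of 10 splits gave as many for Lipa−/− against WT mice at 12- and 34-weeks, 2 and 2 for treated against WT mice and 2 and 4 for treated against untreated Lipa−/− mice.

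Over time, WT mice had 47 genes called (32 higher and 15 lower at 34-weeks, 1133 at an unadjusted p under 0.05), Lipa−/− mice 72 (5 higher, 67 lower) and treated mice 4648 (2544 higher, 2104 lower). The first of these counts was 7 without mouse 2 of 34-weeks and the second 0 without mouse 4 of 34-weeks, the mouse with few Y-linked reads (1046 at an unadjusted p under 0.05). Camera called 5 metabolic and mitochondrial sets lower, 1 higher and 7 immune sets higher in WT mice, of which fry called 0 (0, 0 and 2 unadjusted). In Lipa−/− mice it called 17 metabolic and mitochondrial and 3 immune sets lower (13 and 0 with fry, 16 and 1 unadjusted). In treated mice it called 6 lower and 1 higher metabolic and mitochondrial sets (6 and 1 with fry). As many sets were called in 5 of the 10 splits of the mice for WT, 4 of 10 for Lipa−/− and 8 of 10 for treated mice, so the number of sets does not separate the time points from an accidental grouping.

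Cd68, whose protein the paper measured in liver sections, had 319 ± 12.1 CPM in Lipa−/− mice against 4.17 ± 2.03 CPM in WT mice at 12-weeks (SD, n = 3 each), a log2 fold change of 6.25 (edgeR adjusted p = 1.94e-08), and one of 5.37 at 34-weeks (edgeR adjusted p = 4.71e-08). In treated mice it was 1.90 above WT mice at 12-weeks (edgeR adjusted p = 0.00238) and 1.08 at 34-weeks (edgeR adjusted p = 0.404), higher in 3 of 3 mice each time. The authors' deposited comparison gives Cd68 1.18 at 34-weeks (DESeq2 adjusted p = 0.0131), so its call at that time depends on the method. Against untreated Lipa−/− mice, Cd68 was at -4.35 and -4.28. Medians of complex II in Lipa−/− mice were -0.97 and -1.70, of complex III -0.63 and -1.43, of complex IV -0.37 and -1.13 and of mitochondrially encoded genes -0.83 and -0.83 at 12- and 34-weeks, with complex IV at 0.11 by total counts at 12-weeks.

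Between treated and untreated Lipa−/− mice, the genes with the largest fitted changes taken by the rule at 12-weeks were Mup9 (16.94) and Mup15 (15.70), at 20.24 and 17.37 without untreated Lipa−/− mouse 5, and hLIPA, with Fam177a at least 58.3-fold, Cd109 at least 15-fold and Mlana at least 13.4-fold lower. Decreases to groups at the floor are lower bounds, which do not rank these genes above others. At 34-weeks they were Mup8 (at least 517-fold higher), Mup9 (12.48, or 15.65 without untreated Lipa−/− mouse 4) and hLIPA, with Timp4 at least 113-fold, Timp2 at least 43-fold and Ctrb1 at least 35.2-fold lower. Untreated Lipa−/− mice varied widely in Cd109 at 12-weeks (4.38 ± 4.43 CPM) and Ctrb1 at 34-weeks (5.77 ± 5.24 CPM, SD, n = 3 each). The fitted decreases of these genes were smallest without untreated mouse 9 of 12-weeks and untreated mouse 5 of 34-weeks. Between treated and WT mice at 12-weeks, Gm16867 was at least 100-fold higher, Gm5831 at least 14.1-fold and Fam177a at least 7.78-fold lower and Gm5641 at -6.35. The value of Gm5641 was -13.93 without treated mouse 12 of 12-weeks and -5.67 without treated mouse 11. At 34-weeks, Cidea was at -6.23 (edgeR adjusted p = 0.0328, and 0.000127 to 0.463 over its alternatives, called in 1 of the 6 fits without 1 mouse) and Slc22a29 at -4.05 (edgeR adjusted p = 0.00203, and 3.78e-05 to 0.071 over its alternatives, the latter with length offsets). The Mup genes, the Gm genes and Slc22a29 share sequence with other genes, so that their counts are uncertain. Reads of the entry Lipa.delta4 occurred in WT mice of 12-weeks (0, 3 and 2) and in 1 treated mouse of 12-weeks (1 read).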
